# Stoichiometric gene-to-reaction associations enhance model-driven analysis performance: Metabolic response to chronic exposure to Aldrin in prostate cancer

**DOI:** 10.1186/s12864-019-5979-4

**Published:** 2019-08-15

**Authors:** Igor Marín de Mas, Laura Torrents, Carmen Bedia, Lars K. Nielsen, Marta Cascante, Romà Tauler

**Keywords:** Genome-scale metabolic model, Prostate Cancer, Transcriptomic data integration, Stoichiometric gene-protein-reaction association, Endocrine disruptors

## Abstract

**Background:**

Genome-scale metabolic models (GSMM) integrating transcriptomics have been widely used to study cancer metabolism. This integration is achieved through logical rules that describe the association between genes, proteins, and reactions (GPRs). However, current gene-to-reaction formulation lacks the stoichiometry describing the transcript copies necessary to generate an active catalytic unit, which limits our understanding of how genes modulate metabolism. The present work introduces a new state-of-the-art GPR formulation that considers the stoichiometry of the transcripts (S-GPR). As case of concept, this novel gene-to-reaction formulation was applied to investigate the metabolic effects of the chronic exposure to Aldrin, an endocrine disruptor, on DU145 prostate cancer cells. To this aim we integrated the transcriptomic data from Aldrin-exposed and non-exposed DU145 cells through S-GPR or GPR into a human GSMM by applying different constraint-based-methods.

**Results:**

Our study revealed a significant improvement of metabolite consumption/production predictions when S-GPRs are implemented. Furthermore, our computational analysis unveiled important alterations in carnitine shuttle and prostaglandine biosynthesis in Aldrin-exposed DU145 cells that is supported by bibliographic evidences of enhanced malignant phenotype.

**Conclusions:**

The method developed in this work enables a more accurate integration of gene expression data into model-driven methods. Thus, the presented approach is conceptually new and paves the way for more in-depth studies of aberrant cancer metabolism and other diseases with strong metabolic component with important environmental and clinical implications.

**Electronic supplementary material:**

The online version of this article (10.1186/s12864-019-5979-4) contains supplementary material, which is available to authorized users.

## Background

Cancer is influenced by genetic and environmental factors and is one of the leading causes of death worldwide [1]. The multi-factorial nature of this disease represents a challenge for diagnostic approaches and imposes a high burden on health care systems [2].

Genome-scale metabolic models (GSMM) have emerged as a potential tool to decipher the molecular mechanisms underlying cancer metabolism associated with tumor progression and malignancy acquisition [3]. GSMMs are built in a bottom-up manner gathering all known biochemical reactions encoded by a given organism’s genome [4]. Additionally, these models describe the associations between genes, proteins and reactions (the so-called GPRs) [5]. GPRs are generated using Boolean formulations describing gene(s) encoding the protein(s) required to catalyze a given reaction.

GPRs enable the integration of gene or protein expression data from different high-throughput techniques which enhances the predictive capabilities of GSMM-based analysis. A large number of computational approaches have been developed to integrate expression data through GPRs into constraint-based methods [6]. However, current GPR formulations do not take into account the number of protomers required to generate a fully functional catalytic unit. Thus, the lack of stoichiometry represents an important limitation in transcriptomics-based model-driven methods to study the metabolism. This drawback reduces the scope of these approaches to study multi-factorial diseases in complex scenarios. Hence, in order to overcome these limitations, we present a new state-of-the-art GPR: Stoichiometric GPR (S-GPR). Here, we include information about the transcript copy number required to produce all the subunits of a fully functional catalytic unit capable to carry metabolic flux through a given reaction/s.

As a case of concept, we delved into the effect of chronic exposure to Aldrin, an endocrine disruptor (ED), in DU145 prostate cancer (PC) cells. This endocrine disruptor can be found at low concentrations in the environment [7]. While many pieces of evidence suggest a dose-effect relation between EDs and enhanced tumor malignancy, our understanding of the effects of chronic exposure to non-lethal concentrations of EDs in cancer metabolism remains limited. However, it has been reported that long-term exposure to Aldrin produces important alterations in the metabolic and lipidomic profile of PC cells, which are associated with an increased tumor malignancy [8]. Apart of the biological and environmental interest, this case presents important technical challenges from the modeling and data integration point of view due to the high similarity of the transcriptomic profile between Aldrin exposed and non-exposed cells. Here, only 0,37% of the genes are significantly different between conditions (*p* < 0,01), among which only 1,6% are metabolic genes (Additional file 3). Thus, inferring metabolic alterations based on the gene expression by applying transcriptome-based model-driven approaches is especially challenging in this case. On the other hand, test the S-GPR formulation on a more coarse-graining case, with more significant differences between condition may disguise the effect of incorporating the stoichiometry to the gene to reaction formulation. For example, in case of having a complex with multiples sub-units encoded by the same gene, incorporating the stoichiometry into the gene-to-reaction formulation may not provide further improvements. 

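PXDN, the gene of the heme peroxidase peroxidasin that cross-links collagen IV, was the one transcript past the threshold. Its level was 5.30 ± 0.04 in Aldrin-exposed cells and 6.99 ± 0.31 in Non-exposed cells (SD, n = 4), a log2 fold change of -1.70 (standard error 0.14, adjusted p = 0.0322 from limma). A further PXDN probe set read 6.79 ± 0.42 and 8.58 ± 0.40, a log2 fold change of -1.79 (standard error 0.24, adjusted p = 0.355). Of genes that did not pass, those of smallest p without overlap between the conditions are given, each at its probe set of smallest p. On the lower side these included P2RY14, a receptor for UDP-glucose, at 6.11 ± 0.35 against 7.19 ± 0.20 (adjusted p = 0.798). The other P2RY14 probe set had a log2 fold change of -0.305, with overlap between the conditions. The orphan receptor GPR52 read 7.14 ± 0.14 against 7.96 ± 0.14 (adjusted p = 0.295). The chemokine receptor gene CXCR4 read 5.56 ± 0.28 against 6.31 ± 0.04 (log2 fold change -0.75, adjusted p = 0.828), and its 4 probe sets all had the lower mean in exposed cells. NRG4, a neuregulin, SPNS2, a sphingosine-1-phosphate transporter, RNF43, a ubiquitin ligase of Wnt receptors, and the transcripts FAM83A-AS1 and FKSG29 had log2 fold changes of -0.61, -0.53, -0.57, -0.51 and -0.64. The other SPNS2 probe set had -0.13, and the 6 of RNF43 ran from -0.57 to -0.05. On the higher side PDZK1IP1, a small membrane protein, read 8.75 ± 0.23 against 7.79 ± 0.03, a fold change of 1.94 (adjusted p = 0.295). CALD1, which encodes the actin-binding protein caldesmon, read 8.57 ± 0.04 against 8.11 ± 0.09 (adjusted p = 0.798), and its 10 probe sets had log2 fold changes from 0.24 to 0.90. CAVIN2, a coat protein of caveolae, read 9.18 ± 0.13 against 8.57 ± 0.17, a log2 fold change of 0.61. ETFBKMT, ULBP1, MAPDA, KIR2DL4 and FBXL17 followed with log2 fold changes from 0.35 to 0.56. The 5 probe sets of ETFBKMT ran from 0.05 to 0.56. Those of ULBP1 ran from 0.29 to 0.46, of MAPDA from 0.21 to 0.35, of KIR2DL4 from 0.18 to 0.44 and of FBXL17 from 0.20 to 0.41. KIR2DL4 read low, at 4.775 in exposed and 4.333 in Non-exposed cells. NUTF2 had 0.43 in 1 of its 8 probe sets, and the other 7 ran from -0.19 to 0.07. With the metabolic genes KYNU and NMNAT2, these are the 10 genes of smallest p in each direction. They were taken only from probe sets of 1 gene without overlap between exposed and Non-exposed arrays. At an unadjusted p under 0.01, limma counted 316 probe sets or 0.641%, of which 84 had the higher mean in exposed cells and 232 the lower. The count of probe sets at p under 0.01 was 181 without Non-exposed replicate 2, 501 without Non-exposed replicate 4 and 670 with array weights. Metabolic genes took 12 of the 316, or 3.80%. Among probe sets with 1 gene the share was 4.30% of 279 against 7.33% of all 44988 (odds ratio 0.567, p = 0.0499, Fisher's exact test). That test takes probe sets as independent, though several can measure 1 gene and all share the same arrays. A percent as low as 3.80 came in 10 of 35 splits of the 8 arrays into 4 and 4, the real one included. The call of a lower share was lost in all 8 preset alternatives of method and in 7 of the 8 settings that leave out 1 array. The PXDN call held in 6 of 15 alternative settings, over which its adjusted p ran from 0.00337 to 1. It was lost in 6 of the 8 settings that leave out 1 array, and the metabolic share was 8.78% without Non-exposed replicate 4.

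**Figure D1:**
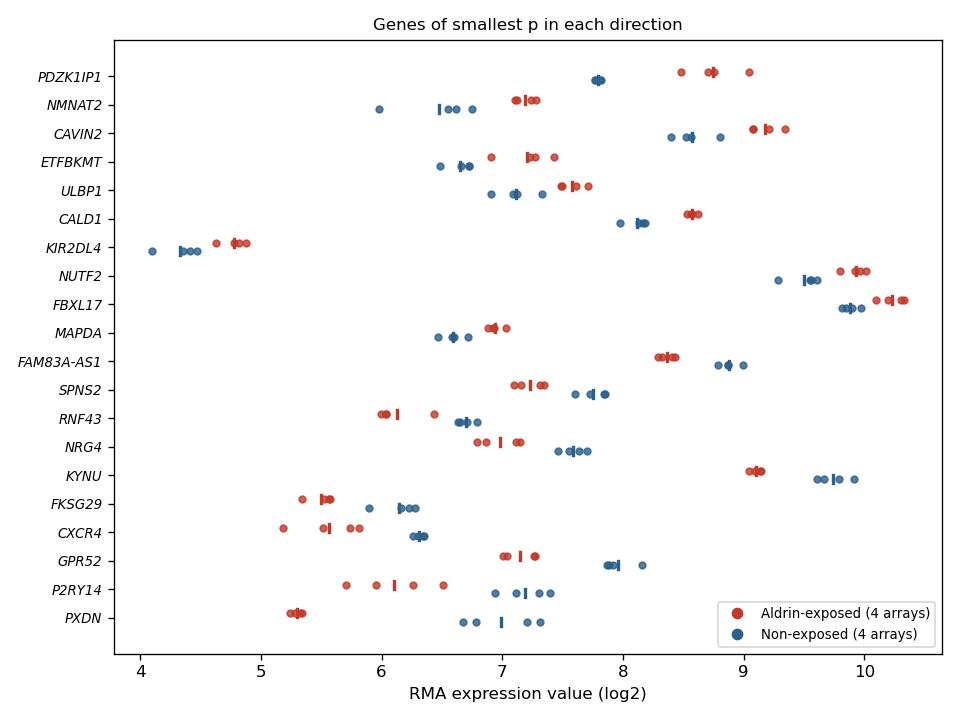
RMA log2 expression (x axis) of the 10 genes of smallest p in each direction (y axis) in the 4 Aldrin-exposed and 4 Non-exposed arrays, each dot 1 array and each bar the mean of a group. The genes were taken only from probe sets without overlap between the conditions, so the separation shown was a condition of choice. For PXDN the exposed arrays center on 5.30 and the Non-exposed arrays on 6.99.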

Due to the difference between conditions is too high, the gene will unlikely become the limiting factor at generating a functional catalytic unit regardless stoichiometry is considered or not.

In the current study, we evaluated the improvements in transcriptomics-based model-driven analysis, when the stoichiometry is incorporated to the classical GPR formulation (S-GPR), to study the metabolism of Aldrin-exposed and non-exposed DU145 PC cells. It was achieved by integrating the transcriptomic data through GPR and S-GPR rules into one of the latest human GSMM: HMR2 [9]. It was performed in different steps: i) build both GPR and S-GPR rules based on different data bases [10–12], ii) next, enrich the GSMM to account for all the experimentally measured lipids and metabolites, iii) predict metabolic consumption/production by integrating transcriptomic data from Aldrin-exposed and non-exposed cells via GPR and S-GPR into a GSMM reconstruction analysis using some of the most widely used constraint-based methods and iv) compare the predicted consumption/production of metabolites and lipids with experimental measurements.

Significant improvements in the predictive capabilities of the GSMM have been observed when S-GPRs were implemented, correcting some wrong predictions provided by GPR-based approaches.

Furthermore, all the analyses performed in this study revealed important alterations in key metabolic pathways associated to the chronic exposure to Aldrin. Thus, prostaglandin biosynthesis was predicted to be over-activated in Aldrin-exposed cells, which is associated with malignancy acquisition [13, 14]. Creatine shuttle was also predicted to be over-activated in Aldrin-exposed cells. Long-chain fatty acids are actively transported through this shuttle and its over-activation is associated with tumor progression and malignancy acquisition [15, 16].

The approach presented here represents an important step forward in the state-of-the-art of the current transcriptomic-based model-driven methods and opens new avenues in the study of the molecular mechanisms underlying multi-factorial diseases in complex scenarios such as the case study presented here, with potential clinical and environmental applications.

## Results

### Refinement of the generic GSMM to fit specific context features

The computational analysis performed in this work was based in one of the latest reconstruction of human metabolism (HMR2) [17], with 136 metabolic pathways, 3160 unique metabolites, 3765 metabolic genes and 8181 reactions. The model was modified to fit with our case study. Specifically, the model was expanded to include all the exchange reactions of the experimentally analyzed metabolites and lipids that were already annotated in the model. These reactions can be interpreted as the way the model can uptake or release a given metabolite if the respective exchange reaction carries non-zero flux in either forward or backward direction, which can be compared with the experimental measurements to determine the reliability of model predictions. Additionally, the model was reduced by removing blocked reactions and dead-end metabolites (Methods section). Gene-to-reaction associations were also included in the GSMM, so the transcriptomic data could be integrated in the model. The resultant GSMM had 134 metabolic pathways, 2339 unique metabolites, 3096 metabolic genes and 6941 reactions. This process is shown in more detail in the Additional file 4.

### Reliability of the gene-to-reaction building

The gene-to-reaction associations included in the HMR2 were automatically build by using an in-house developed algorithm that gathers information retrieved from a number of databases to generate both GPRs and S-GPRs (Additional file 5) [10–12].

Here, we evaluate the reliability of the automatically-built gene-to-reaction associations with the ones from a published model. The evaluation was done by comparing experimental measurements with the metabolic exchange rates predicted by HMR2 model with automatically-built GPRs (hereinafter HMR2 + GPR) and by Recon 2 (which incorporates GPRs) [18]. To this aim transcriptomic data from Aldrin-exposed and non-exposed cells were integrated into both GSMMs by applying the iMat algorithm [19]. This approach is based on transcriptomic data to define an objective function that maximizes the similarity between gene expression and the activity state of the metabolic reactions. 

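DU145 is a prostate cancer cell line derived from a brain metastasis, and Aldrin is an organochlorine insecticide. Total RNA of DU145 cells kept for 50 days with 1 µM Aldrin was hybridised to 4 arrays, and RNA of Non-exposed cells to another 4. The solvent named for the exposed cells is DMSO, and the paper's text and the sample labels do not state whether the Non-exposed cells received it. Values are log2 intensities that the authors summarised per probe set with RMA, which corrects background and quantile normalizes the arrays. The metabolic genes among them, 1239 genes of the Recon 2 list in Additional file 5, are represented by 3298 probe sets. The 4 against 4 arrays were compared with limma for 49293 probe sets, two-sided, with Benjamini-Hochberg adjustment over all of them and a threshold of 0.05. For pathways, 27 gene lists with 484 genes were fixed before the deposited values were examined. The first part of the paper's supplementary expression values, ordered by p, had already been read by then. Of the 484 genes, 446 had a probe set that maps to them alone. Each gene was represented by its probe set of highest mean over the 8 arrays, and the lists were tested with camera at a preset correlation of 0.01, with an estimated correlation, and with fry. Single genes were also compared by exact permutation tests, two-sided, for which 4 against 4 arrays allow no p below 0.0286. Neither the text nor the labels state that the replicates came from separate cultures, so the p-values measure only the spread between these samples.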

Since the iMat algorithm only uses transcriptomic data to impose additive constraint to FBA solutions, this approach is well suited to test the reliability of our automatically-built GPRs at integrating transcriptomic data into GSMMs. Since HMR2 accounts for more metabolite exchange reactions than Recon 2, the evaluation was based in the proportion of right predictions (right predictions/(right predictions + wrong predictions)) rather than in the absolute number of right prediction. Our computational analyses show that the 60.6% of the prediction provided by Recon2 were in accordance with experimental observations, while in HMR2 incorporating conventional GPRs built by our algorithm reached the 79.3%. These results indicate that the automatically-built gene-to-reaction associations enable a proper integration of transcriptomic data into genome-scale metabolic model reconstructions analyses. The process and results are shown in more detail in the Additional files 9 and 7 respectively.

### Improving model predictions by implementing S-GPRs

Adding stoichiometry to the classical gene-to-reaction formulation (S-GPR) enable us to consider the copy number needed to generate the active catalytic unit of an enzyme. 

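PYCR1, the last enzyme of proline synthesis, has 10 copies in its rule, and its transcript read 11.26 ± 0.31 in Aldrin-exposed cells and 11.25 ± 0.20 in Non-exposed cells (SD, n = 4). Its log2 value divided by its copies gave an S-GPR value of 1.13 in both conditions, which moved its reaction from the high class under GPR to the low class. Dividing log2 values is not the same as dividing the intensities, and the classes under the 2 rules were not compared on the linear scale. GLUL, glutamine synthetase, with 8 copies in its rule, read 12.25 ± 0.17 and 12.31 ± 0.19 and gave 1.53 and 1.54. The urea cycle enzymes ASS1 and ASL, with 4 copies each, gave S-GPR values of 2.55 and 2.91 in exposed cells. ODC1, which starts polyamine synthesis, and PGD, of the pentose phosphate pathway, both with 2 copies, moved from high to moderate at 6.46 and 6.12. For none of these 6 genes did the class under either rule differ between exposed and Non-exposed cells. Of 1447 reactions in the part of Additional file 4 that was used, 725 held a copy number above 1 and 301 an AND between genes. Values differed between the rules for 657 reactions (45.4%), with a median of 10.2 under GPR and of 6.15 under S-GPR in exposed cells. By the percentile thresholds of iMat the class of 635 reactions (43.9%) differed between GPR and S-GPR in each condition. With the Gimme threshold 307 reactions (21.2%) in exposed and 296 (20.5%) in Non-exposed cells had a different state under S-GPR.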

In order to evaluate the improvement in GSMMs at predicting metabolism when S-GPRs are implemented, different methods for integrating transcriptomic data were used on HMR2 model incorporating either GPRs or S-GPRs: Gimme, iMat, Gonçalves et al. 2012 and MADE [20, 22] (see Methods and Fig. 1C). In both Gimme and iMat, thresholds were used to classify reactions as associated to highly-expressed or lowly-expressed genes. 

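The transcripts nearest to the thresholds decided which metabolic genes changed class between Aldrin-exposed and Non-exposed cells. PPA2, a mitochondrial pyrophosphatase, read 11.01 ± 0.13 in exposed and 10.86 ± 0.05 in Non-exposed cells (SD, n = 4) and lay above the threshold of Gimme in exposed cells only. ASRGL1, an asparaginase, at 10.98 ± 0.18 against 10.84 ± 0.16, SLC37A4, the glucose 6-phosphate transporter of the endoplasmic reticulum, at 10.98 ± 0.07 against 10.90 ± 0.04, the mitochondrial malic enzyme ME2 and the phosphoglucomutase PGM1 were also on in exposed cells only. ABCC5, an efflux transporter of cyclic nucleotides, at 10.84 ± 0.15 against 11.03 ± 0.19, MCCC2 of leucine degradation and the lipid phosphatase MTMR1 were on in Non-exposed cells only. None of these 8 genes passed the test of the 49293 probe sets. Over the mean values of 18132 genes, the 40th and 60th percentiles were 7.43 and 9.36 in exposed cells and 7.46 and 9.34 in Non-exposed cells. The mean + standard deviation came to 10.94 in each condition. By percentiles 27 of 1239 metabolic genes (2.18%) changed class, 13 towards the higher class in exposed cells and 14 towards the lower, and 602 genes were high in each condition. None of the 27 moved between the low and the high class. By the Gimme threshold the 8 genes named were 0.646% of the metabolic genes, and 338 genes were on in exposed and 336 in Non-exposed cells. Leaving out 1 array gave 0.807% to 1.86% by the Gimme threshold, the highest without Non-exposed replicate 4, and the median + standard deviation gave 1.05%. Among the 35 splits of the 8 arrays into 4 and 4, the real one included, the share was as large in 18 for percentiles and in all 35 for the Gimme threshold.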

In our analysis these thresholds were set at 40th and 60th percentiles as lower and upper thresholds respectively in iMat and at the mean + standard deviation in Gimme. The chosen thresholds were those that provided the highest discrimination between active and inactive reactions between conditions (Additional files 8 and 9). 

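SRM, spermidine synthase, read 12.62 ± 0.17 in Aldrin-exposed and 12.62 ± 0.18 in Non-exposed cells (SD, n = 4), and its reaction was on under GPR and off under S-GPR in both conditions. LTC4S, which makes leukotriene C4, had S-GPR values of 3.59 in exposed and 3.73 in Non-exposed cells with 2 copies, and GATM, of creatine synthesis, had 4.04 and 3.89. Both stayed in the low class. Of 1447 reactions, 30 (2.07%) changed class by the percentiles under GPR, 19 towards the higher class in Aldrin-exposed cells and 11 towards the lower. Under S-GPR 8 reactions (0.553%) did so, 6 towards the higher class and 2 towards the lower. By the percentiles no reaction moved between the low and the high class under either rule. These shares count any change of class, while the supplement describes its score as one of reactions up in 1 condition and down in the other. With the mean + standard deviation, 9 reactions (0.622%) changed under GPR, 6 of them on in exposed cells, and 6 (0.415%) under S-GPR, 5 of them on in exposed cells. The difference between the rules was not tested. Leaving out 1 array gave up to 4.29% under GPR by percentiles, without Non-exposed replicate 1, and down to 0.0691% under S-GPR, without Non-exposed replicate 3. With the mean + standard deviation it gave down to 0.276% under GPR, without Non-exposed replicate 4, and up to 0.968% under S-GPR, without Aldrin-exposed replicate 1. Over the 35 splits of the 8 arrays into 4 and 4, the real one included, shares by percentiles were at least as large in 27 under GPR and 29 under S-GPR. With the mean + standard deviation they were at least as large in 20 under GPR and 33 under S-GPR. With the lower and upper quartile as thresholds the shares by iMat were 3.53% under GPR and 1.80% under S-GPR. By Gimme they were 8.43% and 3.32% at the mean - 0.5 standard deviation. Other settings placed S-GPR higher, with 0.83% under GPR and 2.21% under S-GPR at the median + standard deviation, the threshold of the supplement, 0.484% and 1.31% at the mean, and 1.45% and 2.14% with OR as the mean.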

The method described by Gonçalves et al. 2012 does not require a predefined set of parameters. 

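KYNU, kynureninase of tryptophan degradation, was the metabolic gene of smallest p, at 9.11 ± 0.05 in Aldrin-exposed and 9.74 ± 0.14 in Non-exposed cells (SD, n = 4), a log2 fold change of -0.64 (standard error 0.09, adjusted p = 0.355 from limma). Its other probe sets had log2 fold changes of -0.15 and -0.40. NMNAT2, which makes NAD+, read 7.19 ± 0.09 against 6.47 ± 0.34 (log2 fold change 0.71, standard error 0.16, adjusted p = 1), and its 4 probe sets had log2 fold changes from 0.45 to 0.71. UPP1, uridine phosphorylase, at 10.48 ± 0.02 against 10.74 ± 0.08, and UCKL1, a uridine kinase, at 7.23 ± 0.07 against 7.56 ± 0.11, had the lower mean in exposed cells. CYP24A1, which degrades vitamin D, read 9.71 ± 0.06 against 10.08 ± 0.23, a log2 fold change of -0.37. SLC2A10, a glucose transporter, FECH, ferrochelatase of heme synthesis, PFKFB4, a regulator of glycolysis, and SLC17A1, a phosphate transporter, had log2 fold changes of 0.41, 0.41, 0.50 and 0.25. With CKMT2, a mitochondrial creatine kinase, these 10 genes hold the 12 metabolic probe sets at an unadjusted p under 0.01. No metabolic gene passed the adjusted threshold in limma, and the unequal-variance test that the p-values of Additional file 3 follow also passed none, with 1515 and 1364 probe sets of all genes at an unadjusted p under 0.05. Over all probe sets the median absolute difference between the conditions was 0.07 and the median SD within a condition 0.16 on the log2 scale. The first compares means of 4 arrays and the second is the scatter of single arrays, so the pair does not test for a change.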

Finally, the MADE algorithm differentiates the active and inactive reactions based on the fold change between conditions and the associated *p*-value. The parameters and the procedure used to evaluate the chosen thresholds allowed us to determine which threshold was better to discriminate between active and inactive reactions taking into account the transcriptomic data sets. From these analyses, a set of fluxes were obtained from which the exchange of the different species could be inferred. Specifically, we analyzed the activity state of the exchange reactions for the species experimentally measured (active reaction, if there is non-zero flux through either forward or backward direction, otherwise inactive) and qualitatively compared with the experimental measurements (consumption or secretion active if a significant difference in metabolite concentration between t_0_ and t_5h_ is observed, otherwise inactive) to determine the reliability of the model predictions. The exchanges predicted from each method were qualitatively compared with experimental measurements of metabolic and lipidomic data and its significance was determined by Fisher’s Exact test using α = 0.05 (Additional file 8). This analysis demonstrated an improvement in terms of correct predictions when S-GPRs were implemented compared with the classical GPRs. The improvement in the number of correct predictions varied among the four methods from 1.34% using Gimme to 6.53% using MADE (Fig. 2).

**Fig. 1:**
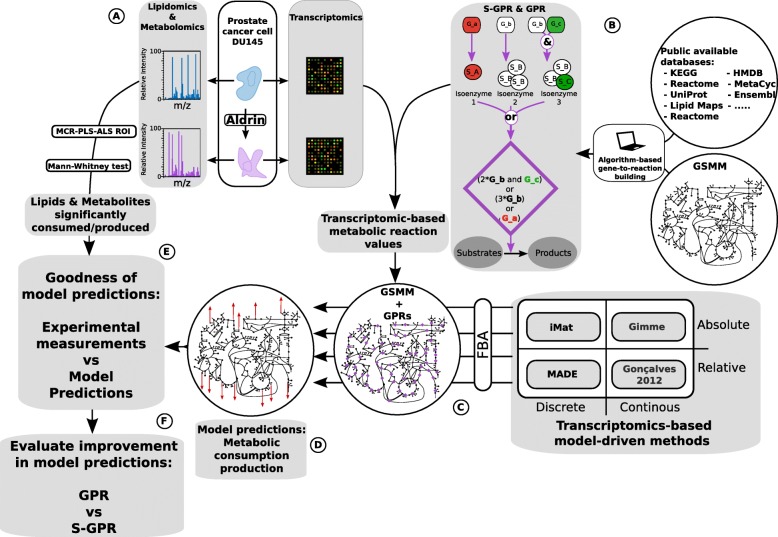
Work-flow overview. **a**. Experimental data acquisition from Aldrin-exposed and non-exposed DU145 prostate cancer cells. Relevant peak areas from non-targeted metabolomic an lipidomic experiments are set by applying MCR-ALS and ROI methods, next significant consumption/productions are determined through Mann-whitney test **b**. Algorithm-based automatic gene-to-reaction association building. The algorithm uses a variety of data bases to generate a set of gene-to-protein associations for each reaction with enzymatic activity in a model. **c**. transcriptomic data integration via either GPR and S-GPR into a GSMM reconstruction analysis by applying four different constraint-based methods **d**. model prediction of metabolic consumption/production **e**. Validation of the prediction by comparing predicted and experimental metabolic consumption/production (Fisher exact test) **f**. Evaluate the improvement in model predictions provided by the incorporation of stoichiometry into the gene-to-reaction associations (S-GPR)

**Fig. 2:**
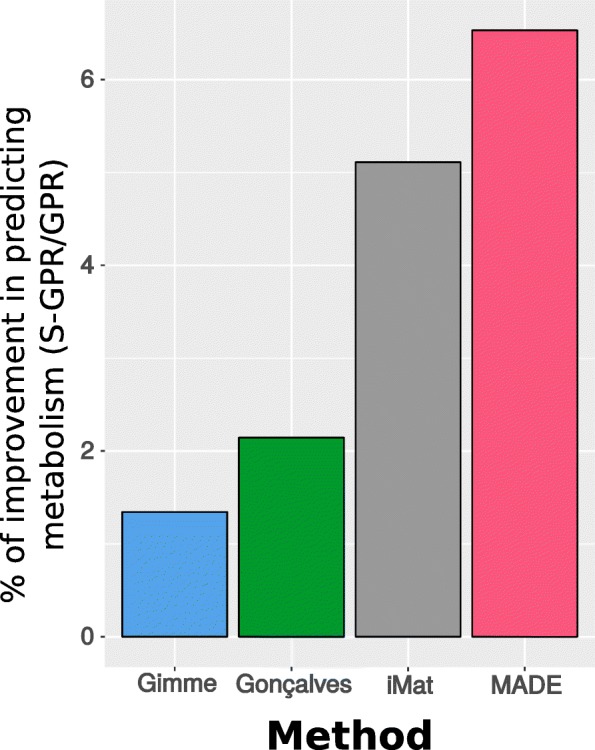
Metabolic consumption/production predictions S-GPR vs GPR. Percentage of improvement in predicting reaction activity in each method using S-GPR compared with GPR. Significance tested with Fisher’s Exact test [23] with *p* < 0.05 in all the analyses

In all the tested methods, the S-GPR implementation corrects some metabolic uptakes/secretions predicted by classical GPR-based analyses that were not supported by experimental measurements (Table 1). For instance, the Gimme algorithm based on GPRs failed at predicting glycocholate exchange in both Aldrin-exposed and non-exposed cells. The MADE algorithm using GPRs also failed at predicting pantethiene exchange in both cell groups. In both cases the same algorithms correctly predicted the experimental observations when S-GPRs were implemented. Interestingly, alterations in glycocholate and pantethiene levels have been associated with malignancy acquisition in different types of cancer [24, 25], which supports the predictions provided by the S-GPR-based analyses and highlights the importance of incorporating stoichiometry into transcriptome-based model-driven analyses. This is shown in Table 1 and in more detail in Additional file 8.

**Table 1:**
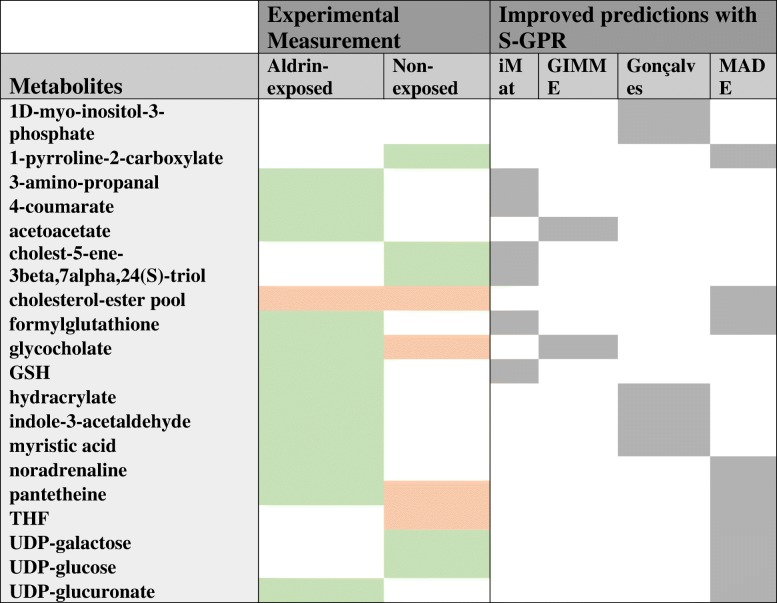
Metabolic consumption/production perditions S-GPR vs GPR

Metabolites’ uptake/secretion that have been wrongly predicted by GPR-based analyses and corrected when applying S-GPRs. In the first column are represented the metabolites. Column 2 and 3 show the significant metabolites’ uptake/secretion experimentally measured in Aldrin-exposed and non-exposed DU145 cells respectively. Here green and red represents either metabolite consumption or production respectively. The four last columns represent the four different methods used to integrate transcriptomic data into a GSMM reconstruction analysis. Here, cells highlighted in gray represents those cases in which GPR-based analyses provided a wrong prediction that was corrected when using S-GPR instead (the opposite case haven’t been observed in our case study)

### Inferring alterations in metabolic pathways associated to chronic exposure to Aldrin

From each of the four transcriptomics-based model-driven analyses performed in this study, active and inactive reactions were predicted. Based on these results we determined which pathways were over-activated in one condition compared to the other. Pathways showing a significantly higher number of active reactions in Aldrin-exposed analysis compared to non-exposed were tracked down as indicated in the Methods section. Nine overactive pathways were identified in at least three of the four methods, including two predicted to be over-activated in Aldrin-exposed cells by all four analyses: Prostaglandin Pathway and Carnitine Shuttle. 

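Transcripts of the prostaglandin list were mostly lower in Aldrin-exposed cells and those of the carnitine shuttle divided almost evenly, and neither list passed its test. The prostaglandin list also holds enzymes that degrade prostaglandins, such as HPGD and PTGR1. Of 17 genes of prostaglandin biosynthesis, 14 had the lower mean in exposed cells (median log2 fold change -0.05, adjusted p = 0.193 from camera, adjusted p = 0.657 with an estimated correlation). Its member of smallest p, AKR1C3, a prostaglandin F synthase, read 9.00 ± 0.40 in exposed and 9.31 ± 0.50 in Non-exposed cells (SD, n = 4; p = 0.429, exact permutation test). Of 9 genes of the carnitine shuttle, 5 had the higher mean (median 0.11, adjusted p = 0.131, adjusted p = 0.309 with an estimated correlation). CPT2, the inner-membrane carnitine palmitoyltransferase, read 9.57 ± 0.19 against 9.37 ± 0.09 (p = 0.2, exact permutation test). Among the other pathways that the paper lists, 2 lists passed at the preset correlation. Pyruvate metabolism rose as a list, with 20 of 29 members higher (adjusted p = 0.00589), and leukotriene metabolism fell, with 9 of 12 members lower (adjusted p = 0.0179). Neither held with an estimated correlation, with adjusted p = 0.253 and adjusted p = 0.309. The pentose phosphate pathway, the lacto and neolacto glycosphingolipids, retinol, and arginine and proline had adjusted p = 0.573, adjusted p = 0.573, adjusted p = 0.619 and adjusted p = 0.837. No member of any of these 8 lists passed limma's threshold over all probe sets or adjusted over the list alone, and by fry no list passed. The paper counted the reactions that its models made active in each condition, with 4 ways of integrating the transcriptome. From the pathways with more active reactions in exposed cells, it identifies those overactive in at least 3 of the 4. The paper states that the prostaglandin pathway and the carnitine shuttle were predicted over-activated by all 4 (Fig. 3).

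**Figure D2:**
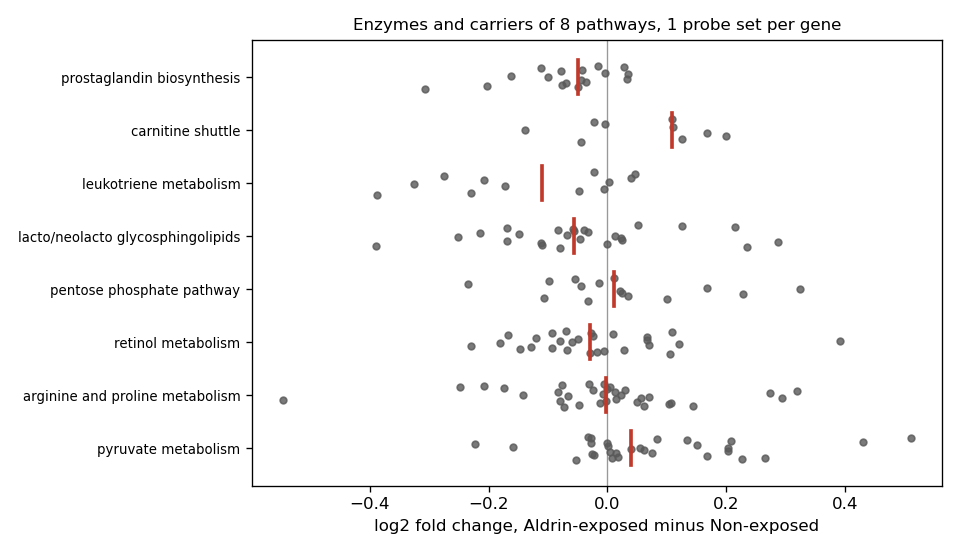
Log2 fold change, Aldrin-exposed minus Non-exposed (x axis), of the measured genes of 8 pathways (y axis), each dot 1 gene and each red bar the median of a pathway. The medians were -0.05 for prostaglandin biosynthesis and 0.11 for the carnitine shuttle.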

In Fig. 3 all nine pathways are indicated with the relative weight in Aldrin-expressed analysis with S-GPR. The relative weight was calculated as follows: (number of active reactions of the pathway in Aldrin-exposed cells) / (number of active reactions of the pathway in non-exposed cells).

**Fig. 3:**
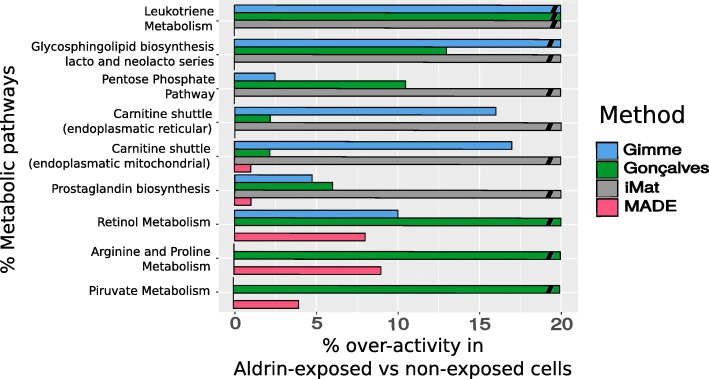
Pathways over-activation predicted in each method. Bars represent the % of pathway over-activity in Aldrin-exposed cells compared with non-exposed cells (n° of active reactions in Aldrin-exposed cells/n° of active reactions in non-exposed cells). The non-continuous bars indicate that a given pathway is predicted to be active only in Aldrin-exposed cells. Its significance was tested with a t-test [28] (*p*-value < 0.05)

## Discussion

High-throughput technologies have transformed molecular biology into a data-rich discipline. In order to extract knowledge from this large amount of data, a number of approaches have been developed. Among these methods, those integrating transcriptomic data into GSMM have emerged as potent tools, since they enable us to determine molecular processes involved in a specific case from one of the most widely used and cost-effective high-throughput techniques. However, these approaches present important limitations when trying to deal with complex scenarios as the case studied here.

The present work aimed to improve the predictive capabilities of the current transcriptomic-based model-driven approaches by incorporating stoichiometry to the GPR rules embedded in GSMM. For illustration, we have studied the effects of the chronic exposure to Aldrin on DU145 PC cells metabolism. The multi-factorial nature of cancer disease together with the complexity of this study, which goes beyond the classical dose-effect studies, increases the difficulty of determining metabolic changes associated with an increase of tumor malignancy in Aldrin-exposed cells. While the human genome microarray platform HG U-219 used for transcriptomics analysis covers more than 36,000 transcripts and variants (representing 20,000 genes), comparing gene expression data obtained from Aldrin-exposed and non-exposed cells identified only 0.35% of difference between conditions. 

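No transcript was raised as much as 2-fold in Aldrin-exposed cells. The 2-fold difference of means was reached by 7 probe sets, all of them lower. These were 4 of the 6 probe sets of the early-response transcription factor EGR1, 2 of PXDN and 1 of P2RY14. EGR1 was singled out after its values were seen, had log2 fold changes from -2.22 to -0.92 over its probe sets, and did not pass (adjusted p = 1 for each). By the test of Additional file 3, a t-test with unequal variances, 185 probe sets or 0.375% had an unadjusted p under 0.01, 49 with the higher and 136 with the lower mean in exposed cells, and none passed after adjustment. Of these 185, 10 were metabolic (5.41%), which was 6.25% of those with 1 gene (odds ratio 0.842, p = 0.76, Fisher's exact test). Chance alone gives about 493 probe sets at that threshold. The 4 exposed arrays did not overlap the Non-exposed arrays in 981 probe sets or 1.99%, where chance gives 2.86%. Among them were 7 of the 10 of CALD1 and all 4 of CXCR4, genes named because 1 of their probe sets had no overlap. The 99th percentile of the absolute log2 difference was 0.41. Of the 49293 probe sets tested, 44988 map to 1 gene, 1832 to several and 2473 to none that is named, for 18132 genes in all. With changes of known size put into simulated arrays of the same spread, the limma test found 20.9% of probe sets changed by 0.5 on the log2 scale, 92.5% of those changed by 1 and all of those changed by 2. The simulated noise was independent between probe sets, without a gradient among arrays. At these sizes 67, 67 and 66 probe sets were changed, which eases the adjustment. These rates therefore do not carry over to the real arrays, where EGR1 and P2RY14 differed by 2-fold and did not pass.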

In such complex scenarios, the implementation of S-GPRs has improved model performance at predicting metabolite and lipids exchange in all the methods tested (from 1.34% up to 6.53%). This improvement has been accompanied by changes in the overall activity state of the metabolic network (from 1,79% up to 3,57%) (Additional file 8). Additionally, the implementation of S-GPR into transcriptomic-based model-driven methods has corrected several wrongly predicted exchanges generated by classical GPR-based analyses (Fig. 2 and represented in more detail in Additional file 8). The degree of improvement was significant in all the analyses when S-GPRs were implemented and it is especially relevant since the transcriptomic profile of non-exposed and Aldrin-exposed cells differs in only 0.35%.

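PGK1, phosphoglycerate kinase of glycolysis, read 13.55 ± 0.10 in Aldrin-exposed and 13.38 ± 0.07 in Non-exposed cells (SD, n = 4), and SCD, the stearoyl-CoA desaturase, read 13.81 ± 0.04 and 13.67 ± 0.25. Over all probe sets the arrays correlated pairwise between r = 0.983 and r = 0.997, computed across probe sets, which are not independent replicates. The mean was 0.9925 within a condition and 0.993 between conditions. The first principal component took 53.3% of the variance and did not follow exposure (p = 0.629, exact permutation test). The second and the third, with 17% and 10.8%, gave p = 0.371 and p = 0.229 by the same exact test. The median intensity of every array was close to 8.1 on the log2 scale. Aldrin-exposed replicate 2 stood apart on control probe sets for ribosomal RNA, at 11.8 where the other exposed arrays read 13.3 to 13.5, and on those for Alu repeats, at 12.9 where the others read 14.1.

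**Figure D3:**
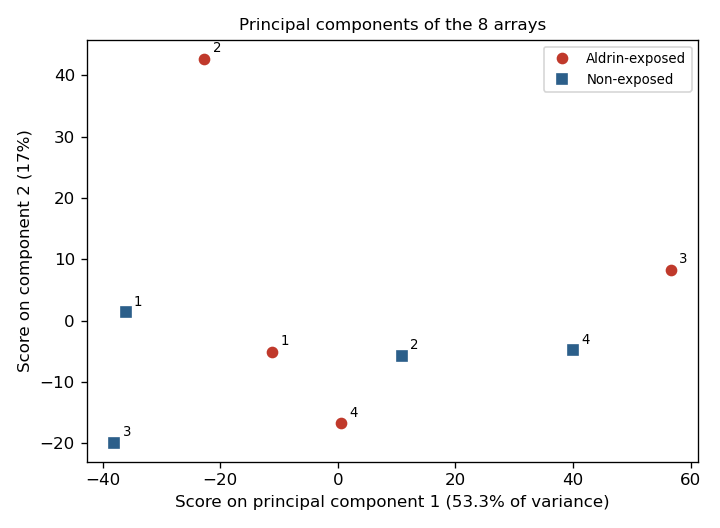
Scores of the 8 arrays on the first (x axis, 53.3% of the variance) and second (y axis, 17%) principal component, each point 1 array numbered by replicate and marked by condition. Arrays of both conditions are spread along the first component.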

The improvement was achieved despite using transcriptomics as a proxy for proteomics. While transcript level correlates with protein levels, the correlation is relatively poor [26]. It would be expected that the performance would be further improved either when using proteomics or if the translational efficiency for each protein was included [27].

Furthermore, a pathway analysis of the results provided by the different approaches when S-GPRs were implemented revealed an over-activation of different pathways (Additional file 9). The different approaches used to integrate transcriptomic data into GSMM reconstruction analysis provided very similar results. For instance, Leukotriene metabolism was predicted to be exclusively active in Aldrin-exposed cells by all the approaches except by MADE. 

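Leukotriene genes as a list fell in Aldrin-exposed cells by camera at the preset correlation. The call did not hold with an estimated correlation or by fry (adjusted p = 0.339), and no member passed. ALOX12, a lipoxygenase that oxidises arachidonic acid, read 6.66 ± 0.28 in exposed and 7.05 ± 0.27 in Non-exposed cells (SD, n = 4), a log2 fold change of -0.39 (p = 0.114, exact permutation test). ALOX15, another lipoxygenase, read 6.93 ± 0.18 against 7.16 ± 0.08 (log2 fold change -0.23, p = 0.0286, exact permutation test, the smallest that 4 against 4 arrays allow). LTC4S read 7.18 ± 0.30 against 7.46 ± 0.08, and CYP4F3, which inactivates leukotriene B4, 7.14 ± 0.29 against 7.46 ± 0.27. Over the 12 measured genes the median log2 fold change was -0.11 and the mean -0.13, and 2 members had an unadjusted p under 0.05, both lower. The smallest adjusted p over the list alone was 0.269. ALOX5, which makes leukotriene A4, was near the middle of the list at 6.24 ± 0.15 against 6.29 ± 0.13. The call of the list leukotriene metabolism was lost with single arrays or dim probe sets left out. It had adjusted p = 0.0987 without Aldrin-exposed replicate 3, adjusted p = 0.0914 without Non-exposed replicate 3, and a mean of 0.02 when probe sets under the median intensity were left out.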

In general, iMat and Gonçalves et al. 2012 approaches tend to predict a complete inactivation of certain pathways in non-exposed cells. Thus, apart of the above-mentioned Leukotriene pathway, five and three non-overlapped pathways were predicted to be active exclusively in Aldrin-exposed cell in iMat and Gonçalves et al. respectively. The GIMME algorithm identifies only two pathways exclusively active in Aldrin-exposed cells, while MADE algorithm, in general, predicts less differences between condition and in any case pathways only active in Aldrin-exposed cells. These results highlight the different predictive capabilities of the different methods and their sensitivity to gene expression differences. However, two key pathways were identified as over-activated in Aldrin-expressed cells across all the methods: Carnitine shuttle to mitochondria and prostaglandin biosynthesis (Fig. 3) with relevance for tumor proliferation, invasiveness, and metastasis. In this sense, prostaglandin metabolism has already been related to the regulation of mechanisms associated to malignancy [13]. 

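Some enzymes on either side of the prostaglandins were close to level in the 2 conditions, while log2 fold changes over the list ran from -0.31 to 0.03. HPGDS, which makes prostaglandin D2, read 5.86 ± 0.05 in Aldrin-exposed and 5.93 ± 0.05 in Non-exposed cells (SD, n = 4), and PTGES, a prostaglandin E synthase, 12.31 ± 0.28 and 12.41 ± 0.18. HPGD and PTGR1, which degrade prostaglandins, had log2 fold changes of -0.08 and -0.08 (p = 0.2 and p = 0.257, exact permutation tests). No member of the list had an unadjusted p under 0.05, and the smallest adjusted p over the list alone was 0.938. Of 11 prostanoid receptors and transporters, 4 had the higher and 7 the lower mean (adjusted p = 0.707, adjusted p = 0.799 with an estimated correlation). PTGER3, a receptor of prostaglandin E2, read 6.38 ± 0.20 against 6.60 ± 0.14, PTGIR, the prostacyclin receptor, had a log2 fold change of -0.15, TBXA2R, the thromboxane receptor, of 0.20, and the transporter SLCO2A1 of 0.13. PTGER4, the receptor EP4, had 2 probe sets that parted, at 7.31 ± 0.26 against 7.29 ± 0.18 (p = 0.886) and at 6.01 ± 0.31 against 6.20 ± 0.08 (p = 0.286, exact permutation tests), and with array weights the first turned to a log2 fold change of -0.15. In the carnitine shuttle CRAT, carnitine acetyltransferase, read 11.24 ± 0.21 against 11.07 ± 0.20, SLC25A20, the carnitine carrier of the inner membrane, had a log2 fold change of 0.11, and SLC22A16, a carnitine transporter, read 5.32 ± 0.11 against 5.21 ± 0.10. Downstream, 12 of 19 genes of fatty acid activation and mitochondrial beta-oxidation had the higher mean (median log2 fold change 0.03, adjusted p = 0.131, adjusted p = 0.334 with an estimated correlation). HADH, a beta-oxidation dehydrogenase, read 9.78 ± 0.14 against 9.58 ± 0.08 (p = 0.0571, exact permutation test), and the acyl-CoA synthetases ACSL4 and ACSL1 and the electron carrier ETFA had log2 fold changes of 0.31, 0.13 and 0.16.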

Interestingly, Marin de Mas et al. already reported in 2018 the relevance of these pathways in the Epithelial-mesenchimal-transition programme (EMT) in the PC-3 prostate cancer cells as well as the importance of the long-chain fatty acids in the process [16]. More specifically, prostaglandins have been found to be related to an increase of the angiogenic capacity of the tumor [29]. Conversely, the Carnitine shuttle pathway involves numerous cytosolic substrates among which there are some long-chain fatty acids with antiproliferative effects [15]. Thus, a higher activity of this pathway in Aldrin-exposed cells may have two roles: i) first, and probably the most evident, fuel mitochondrial beta-oxidation to maintain the energetic requirements imposed by a higher proliferation rate and ii) to eliminate compounds with antiproliferative effects. Secondly, prostaglandin metabolism produces a variety of molecules such as 2S-HETE, TXB2 and PGE2 which promote cell adhesion, angiogenesis, and cell invasion in prostate cancer [13]. In addition EP4, one of the PGE2 receptors, has been recently investigated as a potential immune-oncology drug target [30]. Despite some prostaglandines and fatty acid associated to the carnitine shuttle have been detected, no significant differences in the consumption/secretion rates between condition have be determined. It can be due a low of sensitivity to measure lowly abundant species of the non-targeted metabolic approach used in this study. Thus, more sensitive targeted approaches would be required in order to further investigate how the chronic exposure to Aldrin alters prostaglandine and carnitine shuttle pathways and the role in the adquisition of malignancy in PC DU145 cells. Overall, the model predictions were consistent with reported evidences and experimental phenotypic observations.

Although these findings are supported by the four different methods and are consistent with reported evidences, it is necessary to consider that solutions provided by CBM are not unique. This can be further tested by applying a robustness test and a sensitivity analysis on the methods used here, which will provides the list of reactions that are unambiguously active or inactive in a particular conditions. Finally, model predictions would need to be further validated experimentally.

## Conclusion

The current work highlights the improvement of GSMMs predictive capabilities when stoichiometry is incorporated into gene-to-reaction associations (S-GPR). This novel approach has been tested with different methods to integrate transcriptomic data into GSMM reconstruction analyses with the same result: S-GPR incorporation improves model analysis performance. In addition, this novel concept has been tested on a very complex scenario involving a multifactorial disease, activation of secondary metabolism triggered by very low concentrations of pollutant and two highly isogenic populations which make more relevant the improvements provided by S-GPR based analyses. Despite it does not exist a lineal relationship between individual gene expression and specific metabolic flux, the incorporation of stoichiometry into the gene-to-reaction formulations has enhanced the predictive capabilities of the transcriptome-based model-driven approaches used in this study at evaluating the effects of the chronic exposure to Aldrin in DU145 PC cells. The approach presented here has the potential to be extrapolated to the study of other cancer types like the NCI-60 cancer cell lines of which consumption/release metabolic profiles and gene expression can be retrieved from the CORE database [31]. Thus, the approach we are introducing here is conceptually new and its results highlight the importance of our proposal, which paves the way for more accurate analyses with possible important environmental and clinical implications.

## Methods

### Omic datasets preprocessing

Non-targeted metabolomic data, lipidomic data and cDNA samples for transcriptomics analysis were obtained from a previous study [8] which tackled the lipid profile alterations in experiments of chronic exposure of DU145 PC cells to Aldrin, an ED. Sampling of Aldrin-exposed and non-exposed cells and measurements were conducted after 50-days-long exposure [8]. Following, it is explained in more details how the metabolomic, lipidomic and transcriptomic data were pre-treated before being used in our computational analysis.

Metabolomic and lipidomic data analysis: In this work, lipid and metabolite measurements from non-targeted LC–MS analysis at time 0 and after 5 h of incubation were used. Lipidomic data was generated by following the same protocol of lipid extraction and analysis as Bedia et al., 2015. Metabolomic data was obtained as follows: metabolites from snap**-**frozen cells were extracted using cold methanol/chloroform (90:10). After vortexing, mixtures were centrifuged 5 min at 16000 g. The supernatants were evaporated and further dissolved in 150 μl of LC–MS mobile phase [32]. The LC–MS analysis was carried out using a LC–ESI–HRMS, Orbitrap Exactive HCD (Thermo) with a HILIC TSK Gel Amide-80 column (250 × 2.1 mm, 5 μm particle size, Tosoh Bioscience). Elution gradient was performed using solvent A (acetonitrile) and solvent B (5 mM of ammonium acetate adjusted to pH 5.5 with acetic acid) as follows: 0–8 min, linear gradient from 25 to 30% B; 8–10 min, from 30 to 60% B; 10–14 min, 60% B; 14–20 min, back linearly from 60 to 25% B; and from 20 to 27 min, 25% B.

The resulting chromatogram matrix was compressed by applying regio-of-interest (ROI) strategy [33] together with multivariate curve resolution alternating least squares (MCR-ALS) [34], as previously described in Marques A.S. et al. 2016 [35]. In brief, ROI approach imposes multiple criteria to compress the data matrix with no loss of information. The used criteria includes: i) a signal-to-noise ratio threshold (STNRT) above which a given signal is considered as relevant, ii) a minimum number of consecutive retention times above the STNRT and iii) mass accuracy of the mass spectrometer (Additional file 1).

Next, the relevant molecular masses and retention times of the lipids and metabolites annotated in the model were identified by using both home-made and external on-line databases (Human Metabolome Database [36], Lipid Maps [37] and Human metabolic atlas [38]). As a result, we were able to determine the abundance of 75 lipids and 169 metabolites at each time point (Additional file 2). Following, the metabolite and lipid consumption/productions were determined by comparing the peak areas at time 0 and after 5 h in both Aldrin-exposed and non-exposed cells (Fig. 1A). The significance between the two time-points was determined by Mann-Whitney test [39]. Thus, for each measured metabolite we qualitatively determine whether it was significantly consumed/secreted or not. Both, lipidomic and metabolomic data were used to determine the reliability of the model predictions.

Transcriptomic data analysis: The gene expression profiles from Aldrin-exposed and non-exposed DU145 cells were obtained by using HG-U219 array plate (Affymetrix inc. California, USA), after 50 days of exposure to sub-lethal concentration of Aldrin that did not affect the proliferation rate of tumoral cells. Microarray data was normalized by using RMA method [40] (Additional file 3) (Fig. 1A). Transcriptomic data was integrated into the genome-scale metabolic network reconstruction analysis by applying different computational approaches (Fig. 1C) [20, 22].

### GSMM readjustments/refinement

Genome-scale metabolic model: The computational analyses performed in this work were based on the generic Human Metabolic Reaction 2 (HMR2) genome-scale model [17]. GSMMs are an in silico representation gathering all the metabolic reactions encoded by an organism/tissue genome. More specifically, HMR2 model describes 8181 reactions, 3765 metabolic genes, 3160 unique metabolites and 136 biologic pathways. The model includes information about the stoichiometry of reactions, their reversibility, reaction substrate/products, associated pathways and/or enzyme activity. In addition, HMR2 presents a detailed annotation of lipid-associated metabolism compared with other reconstruction human metabolism, which makes this model especially well suited for lipidomic data integration.

Enabling GSMM for lipidomic and metabolic data integration: The model was modified to account for the consumption/production of the lipids and metabolites of interest. Important alterations in the lipidomic and metabolomic profile of DU145 cells have been associated to the chronic exposure to Aldrin [8]. Thus, the incorporation of the exchange reactions of the relevant lipids and metabolites has enriched our model with the specific features of the biological context under study. More specifically two irreversible reactions (exchange reactions), one up taken and other secreting, were added to all the species annotated in the model with relevant differences between groups. No new reactions were added if the exchange reaction already existed in the model. The model expansion has allowed determining the goodness of model predictions by comparing predicted metabolic consumption/production with experimental data (Additional file 4).

Reduction and Refinement: To eliminate those reactions in the model that cannot carry a flux different to zero (blocked reactions) [41] a reduction of the model was performed by applying the pruning function implemented in FASIMU software [42]. This function spots and removes those reactions that cannot carry a metabolic flux (flux equal to zero) in any condition. More specifically, if one reversible reaction has one of both directions blocked, it is turned into an irreversible reaction. In addition, once these reactions are removed, the species that no longer participate in any reaction, (dead-end metabolites) are removed from the model too (Additional file 4). The models used in this analysis are in Additional file 6.

### Stoichiometric gene-to-reaction association building

In this study we used one of the latest reconstructions of human metabolism [17], which does not incorporate GPRs. To enable the integration of transcriptomic data in this model, we developed an algorithm that extracts combines and interprets information retrieved from a variety of data bases [10–12, 43] to automatically build either GPRs or S-GPRs for each metabolic reaction with catalytic activity in the model. In brief the algorithm uses as input the enzyme commission code (EC) of each reaction and the sub-cellular location. The EC code classifies the enzymes based on the chemical reactions they catalyze [44]. Thus, each enzymatic reaction in the model is described by one EC code (or several in case the reaction describes a sequence of biochemical reactions catalyzed by a group of enzymes or a complex) that is associated to an enzyme, isoenzyme and/or complex that in turns is encoded by one or more genes. The sub-cellular location is inferred from the compartment of the metabolites involved in the reaction and it’s used to discriminate those genes encoding isoenzymes and/or complexes with the same catalytic activity but expressed in a different cellular compartment. Based on the EC code, the cellular compartment and the associated genes of a given reaction, the algorithm extracts, combines and interpret the information from different databases by applying Levenshtein automaton formalism [45] to generate a semantic tree that is used to build the corresponding S-GPR. Classical GPRs are generated by merely removing the stoichiometric information from the S-GPRs (Fig. 1B). The algorithm is written in Python programming language and can be found in the Additional file 5, the resulting GPRs and S-GPRs are described in the Additional file 4.

### Flux balance analysis

Flux Balance Analysis (FBA) [46] is one of the most used constraint-based modeling (CBM) methods in systems biology. Here, only stoichiometry and thermodynamic (reaction reversibility) information is required which makes this approach suitable to analyze large-scale metabolic networks such as GSMMs. This mathematical approach determines a space of feasible flux solutions that is consistent with the stoichiometric and thermodynamic constraints imposed by a given metabolic network. This space of feasible flux solutions can be further constrained by incorporating different high-throughput measurements such as transcriptomics. Finally, it is necessary to define a phenotype in the form of a biological objective that is relevant to the problem being studied, the objective function. This objective function is used to quantitatively define how much each reaction contributes to the chosen phenotype. Typically, this objective function is related to the growth rate which is defined by an artificial biomass production reaction [46]. In summary FBA enriched with transcriptomic data enables to determine an optimal metabolic flux profile that fits with a given phenotype which is described by an objective function. In this work FBA is enhanced by integrating transcriptomic data via GPRs and S-GPRs. This integration is performed through four different algorithms developed for this purpose [47] that are depicted in Fig. 1C.

### Transcriptomic data integration

Incorporating stoichiometry into gene-to-reaction associations: GPR and S-GPR design: GPR rules enable the association between gene expression levels and the activity state of the biochemical reactions in a GSMM. In brief, genes annotated in the gene-to-reaction associations are replaced by their corresponding expression levels (absolute or relative to a control depending on the used method). Next, the logical “OR”, representing different isoenzymes, is replaced by either “mean” or “maximum” operators, which varies depending on the approach, while the logical “AND”, representing an enzymatic complex, is replaced by the operator “minimum”. Here, we introduce a new state-of-the-art GPR: S-GPR, which take into account the number of transcript copies required to generate a fully functional protein that catalyzes a given reaction (Fig. 1B). Thus, for example the GPR of a reaction that is catalyzed by a complex with three subunits one encoded by the gene “a” and the two others by the gene “b” is: “a and b”, while the corresponding S-GPR is: “a and 2*b”.

Transcriptomic data integration through GPR and S-GPR associations: The integration of transcriptomic data into model-driven methods is based on the inference of metabolic reactions values by using the expression of the associated genes. Next, the reaction values are used to determine the activity state of a reconstructed metabolic network in a specific case/tissue/organism. The way in which transcriptomic data is propagated from genes to reactions and how reaction values are used to perform a metabolic network reconstruction analysis vary among the different integration methods. In the case of GPRs, the normalized gene expression is integrated with no previous modification, whereas in S-GPR, prior to the integration, the expression of each gene is divided by the number of needed copies described in the corresponding gene-to-reaction association. To determine the improvement at integrating stoichiometry into the classical GPR (S-GPR), transcriptomic data from Aldrin-exposed and non-exposed was integrated into a GSMM reconstruction analysis. To this aim four different algorithms were applied, each of them being representative of one of the main four approaches for integrating transcriptomic data into a constraint-based method (CBM) analysis (Fig. 1C).

#### Gimme

Gimme algorithm [20] integrates transcriptomic data of each experimental condition to build a metabolic network that satisfies the thermodynamic and stoichiometric constraints, while penalizing the inclusion of reactions catalyzed by genes with expression below a certain threshold. We proceed as it is indicated in [20]. Gimme was implemented in the computational environment provided by FASIMU [42]. Gimme classifies reactions as ON or OFF regarding their transcriptomics-based expression value whether it is over or under threshold, respectively. Thus, the higher the difference between the under-expressed reaction value and the threshold, the higher the penalty is (Fig. 2A). The chosen threshold was set at a value that maximizes the number of reactions that are ON in one condition and OFF in the other one. To this aim, different thresholds were evaluated (Additional file 9.II and Additional file 8).

#### iMat

iMat method [19] assigns to the metabolic reactions a discrete state (low, moderate or high) based on the expression of the associated genes in a specific experimental condition. Next, it seeks a stoichiometric and thermodynamically consistent steady-state flux solution while maximizing the number of active reactions associated with highly expressed genes and minimize the number of active reactions associated to lowly expressed genes. It was proceeded as indicated in [19]. To determine whether a gene is over or under-expressed it is necessary to define an upper and a lower threshold (Fig. 2B). In this study, the chosen thresholds were those that provided the highest difference between conditions (Additional files 9 and 8).

#### Gonçalves et al. 2012

The method proposed by Gonçalves et al. 2012 [21], uses relative gene expression values from experimental conditions and integrates them as continuous expression levels. This method uses treated gene expression levels relative to a control to define the upper and lower bounds of the metabolic reactions. In a first step, it is performed a parsimonious FBA (pFBA) [48] which is a two-step variant of FBA and defines the metabolic flux profile in control group. Next, gene expression of Aldrin-exposed cells relative to control is integrated through either GPR or S-GPR. As it is depicted in Fig. 2C, there can be two cases when classifying reactions into over-activated or under-activated. The boundaries of the reactions are modified depending on the product between the relative expression and the control flux of a concrete reaction and its relationship with the control flux itself. From that set of inequalities, the method proposed by Gonçalves et al. 2012 creates a new set of relative-expression-based boundaries for the reactions of the model. Finally, another pFBA is performed for the relative expression data sets.

#### Made

MADE algorithm [22] uses gene expression values relative to a control and integrates them as discrete expression levels. This method uses gene expression levels to determine whether a reaction is up, down-activated or has the same activity in one condition relative to a control. These discrete levels are set by using the log fold change of the reactions based on the associated genes and the corresponding *p*-value. Next, the algorithm finds a solution that is consistent with maximum number of relative discrete levels while is constrained by the stoichiometry and thermodynamics imposed by the model. In other words, if a given reaction is up-regulated in Aldrin-exposed cell the algorithm will be penalized if provides a solution in which the reaction is active in control and inactive in Aldrin-treated cells (Fig. 2D).

### Using metabolic and lipidomic data to evaluate the improvement of using S-GPR

The different computational methods to integrate transcriptomic data via either GPR or S-GPR predicted the metabolism in non-exposed and Aldrin-exposed cells (metabolite consumption/production). In order to assess the reliability of the model predictions and to determine the improvement associated to the use of S-GPR, a qualitative comparison is performed between the predicted metabolic consumption/productions and the metabolomic and lipidomic experimental measurements. A Fisher exact test is applied for this purpose [23] (Fig. 1 E and F and Additional file 8).

Metabolic pathway analysis to unveil the metabolic alterations associated to the chronic exposure to endocrine disruptor in Prostate Cancer.

The phenotype differences associated to the chronic exposure to Aldrin in DU145 cells should be reflected in a different activity state of the metabolic reactions between Aldrin-exposed and non-exposed cells. Thus, these reactions are of interest to understand the metabolic reprogramming underlying the enhancing of malignancy associated to the chronic exposure to ED in PC. To this aim, a pathway analysis is performed based on the reactions that are consistently predicted to have different activity state between control (or non-exposed cells) and Aldrin-exposed cells with all the methods used in this work. More specifically, each metabolic reaction is associated to a given metabolic pathway in the GSMM, which enables to determine whether a particular pathway is over or under-active between conditions using the number of active reactions in each condition. To this aim, the following procedure was used: All the reactions which were stated as differentially active in both experimental conditions from the results of most of the different transcriptomics-based model-driven analysis were selected. Next, all pathways from these reactions were tracked down to have a list of the most active pathways (pathways with more active reactions). This analysis was performed in each integration analysis for both experimental conditions. The significance was determined by a t-test analysis. Finally, a bibliographic research was performed in order to find evidences that support these findings.

## Additional files

Additional file 1: Metabolomic and Fluxomic experimental data. Metabolomic data and ROI analysis result from Aldrin-exposed and non-exposed DU145 cells at time 0 and after 5 h.

Additional file 2: Mapping metabolomic and lipidomics on GSMMs: Metabolomic and Lipidomic data mapped on HMR2 and Recon2 models.

Additional file 3: Transcriptomic data. Transcriptomic data of Aldrin-exposed and non-exposed DU149 PC cells and gene expression analysis.

Additional file 4: GSMM readjustments/refinement process. This file includes; i) Definition of Metabolites included in the biomass reaction, ii) Required Metabolic Functionalities (RMF) necessary to apply GIMME algorithm, iii) Experimentally measured metabolites annotated in HMR2 and iv) automatically generated GPR and S-GPR of each catalytic reaction in HMR2 (algorithm in Additional file 5)

Additional file 5: Gene-to-reaction building algorithm: Algorithm to build GPR and S-GPR (written in Python).

Additional file 6: GSMMs: Genome-scale metabolic models used in the analysis.

Additional file 7: Comparison of the reliability of model predictions between HMR2 + algorithm-based GPRs and Recon2.

Additional file 8: Results of the analyses comparing predictive capabilities of GPR-based and S-GPR-based approaches using iMat, Gimme, Gonçalves et al. 2012 and MADE algorithms.

Additional file 9 Supplementary methods and further biological interpretation.

## Data Availability

All data generated or analyzed during this study is included in this published article [and its supplementary information files]. In addition, transcriptomic data is deposited in GEO database (GSE132063- https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE132063).

## Abbreviations

CBM: Constraint-based modeling
EC: Enzyme commission
ED: Endocrine disruptor
FBA: Flux Balance Analysis
GPR: Gene-protein-reaction
GSMM: Genome-scale metabolic models
HMR2: Human Metabolic Reaction 2
MCR-ALS: Multivariate curve resolution alternating least squares
PC: Prostate Cancer
pFBA: Parsimonious FBA
ROI: Region of interest
S-GPR: Stoichiometric Gene-protein-reaction
STNRT: Signal-to-noise ratio threshold

# Supplementary material for: Stoichiometric gene-to-reaction associations enhance model-driven analysis performance: Metabolic response to chronic exposure to Aldrin in prostate cancer
**Source:** BMC Genomics. 2019 Aug 15;20:652. doi: 10.1186/s12864-019-5979-4
**Supplement:** Supplementary file 9 — Supplementary methods and further biological interpretation.

**SUPPLEMENTARY MATERIAL**

**I. Gene-to-reaction associations automatic building**

The algorithm for automatic GPR and S-GPR building is written in python language and runs under python 2.7. The script is divided in three main parts: i) definition of the classes and the corresponding attributes, ii) definition of the functions and iii) the routine where the previously defined objects and functions are invoked to build the gene-to-reaction associations.

The algorithm uses two types of inputs that are extracted from the sbml file describing the metabolic model: i) the enzyme commission number (EC) associated to every reaction and the compartment of the metabolites involved in the reaction and ii) the cellular compartment of the metabolites involved in each (mitochondria, cytosol, peroxisome, …).

The process starts by extracting and matching information about the enzyme activity (EC number), and the subcellular location (based on the compartment of the metabolites involved in the reaction). The EC number is used to determine the associated genes by using information retrieved from KEGGand BioCyc databases. Next the list of genes is compared with NCBI and Uniprot databases to determine the subcellular location of each gene and thus choose the ones that are consistent with the subcellular location of the metabolites involved in the reaction. Based on this information, the algorithm finds the gene-to-reaction (GPR) associations retrieved from BioCyc, this database also incorporates information about transcript copy number and the number of subunits required for each metabolic reaction. If no information is found in BioCyc, the algorithm uses KEGG database or Recon 2 if KEGG have no information about a given enzymatic activity (typically for more general EC numbers like 1.1.-.-).

The algorithm is able to read, interpret and modify the information retrieved in the different databases to generate gene-to-reaction associations with the right format and properly nested. For example, the algorithm can read sentence like “two subunits encoded by the gene X are required ...” and transform it into “2*X”. The algorithm is also able to determine if there is more than one isoenzyme in a cellular compartment, then algorithm integrates both isoenzyme genes in a single S-GPR and connect them through the logical “or” or determine complexes in which case the genes are connected through the logical “and”. The GPRs are generated by merely removing the stoichiometric information from the GPRs. Finally the algorithm generates a new SBML file describing a metabolic model that incorporates either S-GPRs or GPRs

**II. Evaluating the accuracy of the gene-to-reaction automatic building algorithms**

In order to evaluate the reliability of our algorithm at building gene-reaction associations in the context of transcriptomic-based model-driven methods, we compared the metabolite uptake/secretion predictions provided by HMR2 [1] model with automatically-build GPRs with Recon2 [2] with manually curated GPRs. This analysis enables to evaluate if the predictions provided by models incorporating automatically build gene-to-reaction associations have similar reliability than predictions from existing models incorporating GPRs. In consequence, the results of this analysis provide the basis by which the subsequent incorporation of stoichiometry into GPRs can be evaluated

This analysis was performed in two steps:

**1. Determine flux spectrum profile of Aldrin-exposed and non-exposed PCa cells by Flux variability analysis:** We determine the flux spectrum profile of Aldrin-exposed and non-exposed cells by integrating transcriptomic data into a GSMM reconstruction based on Flux Variability analysis (FVA) [3-5]. FVA computes the spectrum of fluxes that each reaction can carry while the value of the objective function is optimal. Thus, it determines the minimal and maximal flux through each reaction. This approach is carried out in two steps. Firstly, we determine the potential active reactions by integrating transcriptomic data followed by a flux balance analysis (FBA). Transcriptomic data is integrated by using iMat algorithm [6]. As a result we obtain a set inactive reaction (carrying flux 0) of potentially active reactions. Next, the quantitative lipidomic data (experimentally determined upper and lower bounds of corresponding exchange reactions) is integrated and FVA is employed to determine the flux spectrum for each reaction. As a result, the minimum and maximum flux values are obtained for each reaction.

**2. Comparing predicted and experimental metabolite consumption/production:** In order to determine the reliability of our model predictions we compared the predicted metabolite consumption/production with the experimental observations. The validation part is based on statistical comparison of model-predicted FVA flux values with that of experimentally obtained. The obtained FVA flux values were validated by using metabolomic and lipidomic experimental data of 38 metabolites and 17 lipid species. The corresponding FVA values of exchange and sink reactions for these metabolites and lipid species are extracted from FVA data results and compared with experimental data. The contingency table was created for reaction directionality prediction accuracy of model-predicted exchange and sink reactions upper and lower bounds compared to that of experimental determined. This comparison provided numbers of hits for true positive, true negative, false positive and false negative results of reaction directionality which are ordered in 2x2 contingency table on which the chi square statistical test is performed.

As a result these analyses revealed that the HMR2 model incorporating the GPRs generated by our algorithm provided better predictions than Recon2 model in both Aldrin-exposed and non-exposed group, with an overall improvement of 31%. These results are shown in more detail in the Supplementary material 7.

**III. Thresholds choice: Gimme and iMat**

Both Gimme and iMat algorithms require predefined threshold/s to determine whether a given gene is up or down-regulated [6,7]. Gimme algorithm defines a single threshold to separate up-regulated genes (above the threshold) and down-regulated genes (below the threshold) while iMat method defines two thresholds to differentiate up-regulated (above upper threshold), down-regulated (below lower threshold) and moderately expressed (between thresholds). In this study we choose a threshold/s that maximize the categoric difference between Aldrin-exposed and non-exposed cells. In other words, maximize the number of reactions considered as associated to up-regulated genes in one condition and down-regulated genes in the other. To this aim different thresholds were evaluated as follows: in each condition, the up-regulated reactions were set as 1 while the down-regulated were set as 0 resulting in boolean vector. Next the vectors corresponding to Aldrin-treated and non-treated cells were compared resulting in a new boolean vector of the same length were 0 and 1 represents genes with the same or different categorical classification respectively. Finally, a score was calculated by summing all the elements and dividing by the length of the vector. This score quantifies the categorical difference in the activity state of the reactions between Aldrin-exposed and non-exposed cells. Thus, the higher the score is, the more differences are between conditions. This process was performed to evaluate different thresholds in each methods (Table S1). Here, in iMat, lower and upper thresholds were set at 40^th^ and 60^th^ percentiles respectively, while the chosen threshold in Gimme algorithm was the median + standard deviation.

**Table S1.** Thresholds evaluation for Aldrin-exposed (AE) and non-exposed (N-AE) DU145 cells. A: Thresholds evaluated in iMat algorithm and the corresponding scores. UT and LT correspond to upper and lower thresholds values respectively. B: Threshold evaluated in Gimme algorithm and the corresponding scores. T is the evaluated threshold value. These results are in more detail in the Supplementary material 8.

**IV-Pathways analyses and biological interpretation**

Nine biological pathways were stated as over-activated in Aldrin-exposed analyses. Even though only two of them are common among all four methods, all the pathways are coherent with the biological context of our case study and have bibliographic support:

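Cyclooxygenase transcripts were in the low class of iMat in both conditions. PTGS1 read 5.64 ± 0.24 in Aldrin-exposed and 5.75 ± 0.09 in Non-exposed DU145 cells (SD, n = 4), and PTGS2 4.49 ± 0.07 and 4.46 ± 0.04, below the 40th percentile of all genes. PLA2G4A, the phospholipase that releases arachidonic acid, read 4.91 ± 0.18 and 4.95 ± 0.11. PTGES3, a prostaglandin E synthase, at 12.87 ± 0.13 and 12.83 ± 0.17, and the carbonyl reductase CBR1, at 12.08 ± 0.14 and 12.13 ± 0.11, were in the high class. Of the 17 measured genes of prostaglandin biosynthesis, 8 were high, 2 moderate and 7 low by the percentiles of iMat in each condition, and none changed class. With the threshold of Gimme 5 were on in each condition. The mean log2 fold change of the list was -0.07, with members from -0.31 to 0.03.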

i) Prostaglandin Biosynthesis pathway has already been described as a prostate-cancer-related pathway before [8]. The lipids related to this pathway are involved in the regulation of mechanisms associated to malignancy.

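PGM1, which interconverts glucose 1-phosphate and glucose 6-phosphate, had the smallest p among 15 genes of the pentose phosphate pathway, with a log2 fold change of 0.23 (standard error 0.12, p = 0.143, exact permutation test). RBKS, ribokinase, read 10.44 ± 0.20 in Aldrin-exposed and 10.27 ± 0.10 in Non-exposed cells (SD, n = 4), and PRPS2, which makes phosphoribosyl pyrophosphate, 11.86 ± 0.44 and 11.53 ± 0.51. Enzymes of the oxidative branch and of its carbon exchange went either way: PGD read 12.24 ± 0.12 and 12.34 ± 0.15, H6PD 9.03 ± 0.27 and 8.93 ± 0.18, and the transketolase TKT 12.82 ± 0.25 and 12.92 ± 0.20. In all, 8 members had the higher and 7 the lower mean (median 0.01, mean 0.02, adjusted p = 0.686 with an estimated correlation), and the smallest adjusted p over the list alone was 0.907. By percentiles 12 were high, 1 moderate and 2 low in each condition. PGM1 was the member that crossed the Gimme threshold, with 6 genes on in exposed and 5 in Non-exposed cells.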

ii) The pentose phosphate pathway is a key pathway to keep redox homeostasis to prevent oxidative stress and it is activated when the cell is under oxidative stress condition [9]. Not only was it a regulation control point, but also it keeps the NADP(H) balance and the production of glucose by up-regulating an important glucose-production related enzyme [10]. It is important to mention that one typical phenotype from a cancer cell is the increased demand of glucose because of the Warburg effect [11].

iii) Leukotrien metabolism is usually over-activated in different kind of cancers. It is usually related to an increase of the amount of pro-inflammatory cells. 

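GGT5, which converts leukotriene C4 to D4, read 7.36 ± 0.19 in Aldrin-exposed and 7.57 ± 0.22 in Non-exposed cells (SD, n = 4; p = 0.171, exact permutation test). With CYP4F3 it moved from the moderate class in Non-exposed cells to the low class in exposed cells by the percentiles of iMat. LTA4H, which makes leukotriene B4, was in the high class, at 11.16 ± 0.12 and 11.12 ± 0.11. CYP4F2, a leukotriene hydroxylase, read 6.06 ± 0.12 and 6.23 ± 0.19. Of the 12 measured genes 3 were high and 9 low in exposed cells, and 3 were high, 2 moderate and 7 low in Non-exposed cells. With the Gimme threshold 3 genes were on in each condition and none changed.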

Moreover, it is widely agreed that chronic tissue inflammations lead to an increase of the risk of cancer, or that it leads to a progression of an

existing cancer [12].

iv) Glicosphingolipid Biosyntesis / Lacto and NeoLacto series are related to glycan epitopes that can be found in blood group antigens and they are related to malignant disease, for example in ovarian cancer, in which they found that these kinds of glycosphingolipids are implied in a glycosylation complex [13].

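B3GNT4, an N-acetylglucosaminyltransferase that extends poly-lactosamine chains, had the smallest p of the lacto and neolacto genes, at 8.84 ± 0.12 in Aldrin-exposed and 8.56 ± 0.12 in Non-exposed cells (SD, n = 4; log2 fold change 0.29, p = 0.0286, exact permutation test). B3GALT1, a galactosyltransferase, read 5.70 ± 0.03 against 5.47 ± 0.19 (p = 0.114, exact permutation test). The sialyltransferase ST3GAL3, at 8.21 ± 0.08 against 8.38 ± 0.14, and B3GALT2, at 4.50 ± 0.24 against 4.89 ± 0.45, had the lower mean in exposed cells. FUT4, a fucosyltransferase of the Lewis x antigen, read 9.18 ± 0.28 against 9.39 ± 0.29 and was the member that changed class, from high to moderate. Of 25 genes 8 had the higher and 17 the lower mean (median -0.06, mean -0.04, adjusted p = 0.657 with an estimated correlation). The 2 members with an unadjusted p under 0.05 were both higher, and the smallest adjusted p over the list alone was 0.305. By percentiles 6 genes were high in exposed and 7 in Non-exposed cells, with 10 low in each, and 3 were on by the Gimme threshold in each condition.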

v) and vi) Both Carnitine shuttles, endoplasmatic reticular and endoplasmatic mitochondrial ones, are over activated in cancer phenotypes due to that the need of energy because of the Warburg effect. 

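CPT1A, the outer-membrane carnitine palmitoyltransferase that controls entry of fatty acids into mitochondria, read 11.29 ± 0.23 in Aldrin-exposed and 11.33 ± 0.24 in Non-exposed cells (SD, n = 4), a log2 fold change of -0.04 with a standard error of 0.15. CPT1C, its paralog of the endoplasmic reticulum, read 7.17 ± 0.21 and 7.04 ± 0.25. CROT, the peroxisomal octanoyltransferase, read 7.84 ± 0.13 and 7.98 ± 0.29, and the carnitine importer SLC22A5 11.27 ± 0.22 and 11.29 ± 0.22. The mean log2 fold change of the 9 measured genes was 0.06, none had an unadjusted p under 0.05, and the smallest adjusted p over the list alone was 0.616. By percentiles 4 were high, 3 moderate and 2 low in each condition, 3 were on by the Gimme threshold in each, and no gene changed class.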

The aberrant lipid phenotype in prostate cancer may lead to different lipid metabolism and mechanisms in both ER and Mitochondria [14].

vii) Arginine and Proline pathway activation fits with previous work which claimed that arginine

metabolisation is androgen-regulated in human prostate cancer [15]. 

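CKMT2, a mitochondrial creatine kinase, had the smallest p among 33 genes of arginine and proline metabolism, at 5.40 ± 0.23 in Aldrin-exposed and 5.95 ± 0.17 in Non-exposed cells (SD, n = 4; log2 fold change -0.55, p = 0.0286, exact permutation test). It was the one member with an unadjusted p under 0.05, and its p adjusted over the list alone was 0.0765. OAT, ornithine aminotransferase, read 10.22 ± 0.21 against 9.95 ± 0.35, P4HA1, a prolyl hydroxylase of collagen, 11.33 ± 0.42 against 11.01 ± 0.52, and ASL, argininosuccinate lyase, 11.62 ± 0.08 against 11.51 ± 0.13. PRODH2, a hydroxyproline dehydrogenase, at 6.00 ± 0.15 against 6.18 ± 0.07, SAT1, of polyamine acetylation, at 11.21 ± 0.06 against 11.42 ± 0.30, and PYCR3, a pyrroline-5-carboxylate reductase, at 9.73 ± 0.35 against 9.97 ± 0.35, had the lower mean in exposed cells. In all, 15 members were higher and 18 lower (median -0.003, mean -0.01, adjusted p = 0.821 with an estimated correlation). By percentiles 21 were high, 2 moderate and 10 low in each condition, and 14 were on by the Gimme threshold in each, with no change of class.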

Moreover, both proline and

arginine are metabolically linked to the production of glutamine, the second most important substrate for tumors after glucose [16]. Also, both arginine and proline metabolites were significantly produced in Aldrin-exposed cells in the experimental analysis.

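Retinol genes did not move together in DU145 cells exposed to Aldrin. ALDH1A2, which makes retinoic acid, read 5.01 ± 0.07 in exposed and 5.16 ± 0.10 in Non-exposed cells (SD, n = 4; p = 0.0571, exact permutation test). BCO1, which cleaves carotene to retinal, read 7.81 ± 0.13 and 7.94 ± 0.02, and CYP26C1, which degrades retinoic acid, 7.14 ± 0.24 and 7.32 ± 0.19. SDR16C5, a retinol dehydrogenase, at 6.27 ± 0.10 and 6.16 ± 0.08, and the retinal reductase DHRS3, at 10.66 ± 0.55 and 10.27 ± 0.67, had the higher mean in exposed cells. Of 27 measured genes 9 were higher and 18 lower (median -0.03, mean -0.02, adjusted p = 0.8 with an estimated correlation), and the smallest adjusted p over the list alone was 0.831. By percentiles 7 were high, 3 moderate and 17 low in each condition, and 2 were on by the Gimme threshold in each.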

viii) High retinol concentration in serum is correlated to a greater chance to have prostate cancer over the years [17]. Even though retinol was not spotted as significantly produced in the experimental analysis, vitamin D3 was significantly consumed. Regarding bibliography [18], high vitamin D3 concentration would down-regulate retinol pathway activity. Thus, being vitamin D3 significantly consumed in the results fit with the expected biological behavior.

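Transcripts of a kinase and a phosphatase that act in opposite ways on the pyruvate dehydrogenase complex both had the higher mean in Aldrin-exposed cells. PDK1, the kinase that inactivates the complex, read 10.40 ± 0.10 in exposed and 9.97 ± 0.21 in Non-exposed cells (SD, n = 4; log2 fold change 0.43, p = 0.0286, exact permutation test). PDP1, the phosphatase that activates it, read 10.30 ± 0.27 against 9.79 ± 0.33 (log2 fold change 0.51, p = 0.0857, exact permutation test). ACYP2, an acylphosphatase, read 7.81 ± 0.18 against 7.55 ± 0.15, and MPC1, a subunit of the mitochondrial pyruvate carrier, 8.96 ± 0.21 against 8.76 ± 0.14. PDHA1, a catalytic subunit of the complex, went the other way at 11.23 ± 0.39 against 11.45 ± 0.27, and its other subunits DLD, DLAT, PDHB and PDHX had log2 fold changes of 0.17, 0.02, -0.001 and -0.03. Over the 29 genes of pyruvate metabolism the median log2 fold change was 0.04 and the mean 0.08, and the 3 members with an unadjusted p under 0.05 were all higher. The smallest adjusted p over the list alone was 0.117. By percentiles 23 were high, 3 moderate and 3 low in each condition, and the malic enzyme ME2, at 11.00 ± 0.18 against 10.94 ± 0.09, brought the genes on by the Gimme threshold to 10 in exposed cells from 9. The list passed camera in 15 of 20 settings, but not with an estimated correlation or by fry (adjusted p = 0.328), and its adjusted p was 0.135 without Aldrin-exposed replicate 1.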

ix) Pyruvate pathway is over-active in Aldrin-exposed cells analysis. Metabolites from the pentose phosphate pathway end up taking part in glycolysis producing pyruvate. In addition, in general in cancer cells the gene of pyruvate kinase which is expressed is PKM2. 

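Pyruvate kinase M, which carries out the last step of glycolysis, was close to level between the conditions. Its probe set of highest mean read 13.74 ± 0.10 in Aldrin-exposed and 13.77 ± 0.04 in Non-exposed DU145 cells (SD, n = 4), a log2 fold change of -0.03 for PKM (standard error 0.08, p = 0.571, exact permutation test). Of the other PKM probe sets, one read 11.79 ± 0.17 against 11.67 ± 0.03 (p = 0.0857, exact permutation test) and another 12.23 ± 0.13 against 12.10 ± 0.08 (p = 0.143, exact permutation test), and the rest had log2 fold changes from -0.03 to 0.00. The probe sets were not assigned to the M1 or M2 splice form. With array weights the log2 fold change of PKM was 0.02 and without Aldrin-exposed replicate 3 it was 0.004. Of 15 genes of glycolysis 12 had the higher and 2 the lower mean (median 0.02, adjusted p = 0.152, adjusted p = 0.657 with an estimated correlation). HK2, hexokinase, read 9.41 ± 0.30 against 9.20 ± 0.13, the glucose transporter SLC2A1 12.71 ± 0.06 against 12.65 ± 0.09, and ENO1, enolase, 13.97 ± 0.18 against 14.03 ± 0.02.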

PKM2 is also overexpressed in Aldrin-exposed cells in the transcriptomic analysis and moreover a reaction that has been predicted by our computational analyses in which this gene takes part is also over-activated in Aldrin-expressed condition.

**Supplementary references**

1. Pornputtapong N, Nookaew I and Nielsen J., "Human metabolic atlas: An online resource for human metabolism," *Database (Oxford)* 2015:1–9, 2015.
2. Thiele I *et al.*, "A community-driven global reconstruction of human metabolism," *Nat Biotechnol.* 31(5):419-25, 2013.
3. Llaneras F and Pico J, "A procedure for the estimation over time of metabolic fluxes in scenarios where measurements are uncertain and/or insufficient," *BMC Bioinformatics* 8:421, 2007.
4. Jennifer L Reed and Bernhard Ø Palsson, "Genome-scale in silico models of e. coli have multiple equivalent phenotypic states: assessment of correlated reaction subsets that comprise network states," *Genome Res.* 14(9):1797–1805, 2004.
5. Mahadevan R and Schilling C H, "The effects of alternate optimal solutions in constraint-based genome-scale metabolic models," *Metab Eng.* 5:264–276, 2003.
6. Zur H, Ruppin E. and Shlomi T., "iMAT: An integrative metabolic analysis tool," *Bioinformatics*. 26(24):3140–2, 2010.
7. Becker SA and Palsson BO., "Context-specific metabolic networks are consistent with experiments," *PLoS Comput Biol.* 4(5), 2008.
8. Badawi a F., "The role of prostaglandin synthesis in prostate cancer," *BJUInt.* 85:451–62, 2000.
9. Stincone A. *et al.*, "The return of metabolism: biochemistry and physiology of the pentose phosphate pathway," *Biol Rev Camb Philos.* 90(3): 927–963, 2015.
10. Tsouko E *et al.*, "Regulation of the pentose phosphate pathway by an androgen receptor–mTOR-mediated mechanism and its role in prostate cancer cell growth," *Oncogenesis.* 3(5):e103. 2015
11. Deep G and Schlaepfer IR., "Aberrant lipid metabolism promotes prostate cancer: Role in cell survival under hypoxia and extracellular vesicles biogenesis," *Int J Mol Sci.* 17(7), 2016.
12. Dubois RN., "Leukotriene A 4 Signaling , Inflammation , and Cancer," *Cancer* 95(14):4–5, 2003.
13. Drake RR, Jones EE, Powers TW and Nyalwidhe JO., "Altered glycosylation in prostate cancer," *Adv Cancer Res.* 126:345-82, 2015.
14. Deep G. and Schlaepfer IR., "Aberrant lipid metabolism promotes prostate cancer: Role in cell survival under hypoxia and extracellular vesicles biogenesis," *Int J Mol Sci.* 17(7), 2016.
15. Gannon PO *et al.*, "Androgen-regulated expression of arginase 1, arginase 2 and interleukin-8 in human prostate cancer," *PLoS One.* 11;5(8):e12107, 2010.
16. Phang JM and Liu W., "Proline metabolism and cancer," *Front Biosci.* 17, 1835-1845, 2012.
17. Mondul AM *et al.*, "Serum retinol and risk of prostate cancer," *Am J Epidemiol.* 173(7):813–21, 2011
18. Törmä H, Rollman O, Binderup L and Michaelsson G., "Vitamin D analogs affect the uptake and metabolism of retinol by human epidermal keratinocytes in culture," *J Investig Dermatol Symp Proc.* 1(1):49-53, 1996.

How the deposited data were processed for this re-analysis (not part of the article)

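Gene expression was measured in total RNA of DU145 cells, labelled as biotinylated cRNA and hybridised to 1-color Affymetrix arrays, 4 from Aldrin-exposed and 4 from Non-exposed cells. The deposited values are log2 intensities per probe set that the authors made with RMA, whose version and chip definition are not given in the paper's text or the labels. RMA corrects background, quantile normalizes the arrays and summarises probes, so shifts common to a whole array had been removed before the comparison. The base of the logarithm was taken from RMA, and values ran over the range usual for it. The 8 value columns of the 1999 data lines of Additional file 3 that could be read each equal those of a probe set to 6 digits.

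Of 49395 probe sets 102 controls were left out and 49293 were tested. Probe sets were joined to genes by the platform's annotation, and the symbols of 0 list genes had to be updated. Comparisons were made with limma 3.58.1 in R 4.3.3 (lmFit and eBayes, two-sided, Benjamini-Hochberg over all probe sets, threshold 0.05), and counts were also taken at an unadjusted p under 0.01, the threshold of Additional file 3. That file's p is a t-test with unequal variances, as recomputed from the values printed in it, and was run as an alternative. Metabolic genes were those whose Entrez ID is in the Recon 2 list of Additional file 5, which holds 1390 IDs. The metabolic share was compared by Fisher's exact test with that of all probe sets with 1 gene.

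Lists were tested with camera at a preset correlation of 0.01, which compares a list with all other genes, with an estimated correlation, and with fry, which asks whether a list's genes move on balance in 1 direction or, in its mixed form, in either direction. Their p-values were adjusted over the 27 lists. The lists were the pathways that the paper names, prostanoid receptors, beta-oxidation, glycolysis, the respiratory chain, cholesterol, fatty acid and sphingolipid synthesis, xenobiotic, oxidative, hypoxic and unfolded protein responses, proliferation, epithelial and mesenchymal markers, androgen, estrogen, interferon and inflammatory genes, and markers of other cell types. The genes named in the text were PKM and PTGER4, which the paper names, the 4 members of smallest p of each list, and in each direction the 15 of largest fold change that passed or, with fewer than 10 passing, the 10 of smallest p. Those named by direction were taken only from probe sets of 1 gene without overlap between exposed and Non-exposed arrays. Other genes printed were chosen after their values were seen, as those that crossed a class threshold, hold a copy number, are metabolic with an unadjusted p under 0.01, or have a known place in a pathway, or differed 2-fold. The first part of Additional file 3, ordered by p, had been read before this rule was set, and its gene titles and symbols do not match within lines.

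Expression classes followed the thresholds of the paper's Results, while the supplement states the median + standard deviation for Gimme, which was run as an alternative. Genes were high, moderate or low by the 40th and 60th percentile of the condition's mean log2 values for iMat, and on above the mean + standard deviation for Gimme. Reactions took their values from the rules of Additional file 4, with OR as the maximum and AND as the minimum, and S-GPR values were log2 values divided by copies. For reactions the same percentiles and the mean + standard deviation were taken over the reaction values of each condition under each rule, so the number of reactions in a class is set largely by the threshold. Of the 1999 reactions that could be read, 1579 had a rule, 9 rules had unbalanced brackets, 123 had no measured gene, and 1447 were used. The other 6173 reactions were not used here. Fluxes, metabolites and lipids were not analysed here. Classes were computed in Python 3.11.15 with numpy 2.4.6 and pandas 2.3.3, and figures drawn with matplotlib 3.10.9.

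All 35 splits of the 8 arrays into 4 and 4 were run for each count. The comparison was tested on simulated data with changes of known size and noise that was independent between probe sets. Among 49293 probe sets it gave 13 false calls, beside 14, 62 and 66 true calls for changes of 0.5, 1 and 2. Alternatives covered the test, the variance model, array weights, the replicate number as a block, centring, a second quantile normalization, removal of dim probe sets, each array left out in turn, the class thresholds, the scale and the OR operator. A covariate for GC-dependent background, from control probe sets of 20 to 25 G or C and of 3 to 10, was added after the data were seen. The number of arrays and not sequencing depth limits the precision, and 0 of the value columns were unused.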

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

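The tests of PXDN against other groupings of the arrays, with scores on the first principal component and with its other probe set were chosen after the result was seen, and the GC covariate was added after the data were seen.

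PXDN was the one probe set past the threshold, in a gene that the paper does not discuss, with a log2 fold change of -1.695. Its other probe set, at -1.789, argues against a fault of 1 probe set. With the array scores on the first principal component as a covariate the log2 fold change was -1.704 (standard error 0.139, adjusted p = 0.0132 from limma). These scores did not follow exposure (p = 0.629, exact permutation test). The covariate could therefore hardly move the fold change, and no conclusion on that gradient is drawn from it. With GC-dependent background as a covariate the fold change was -1.669, but the standard error grew from 0.142 to 0.155 and the call ended at adjusted p = 0.11. Over 15 alternatives adjusted p ran from 0.00337 to 1. Chance could not be excluded, since 2 of 35 splits of the 8 arrays into 4 and 4, the real one included, called as many probe sets, the real split 1 and the highest other split 2837, which parts the arrays along the first principal component and so points to a structure of the samples. The covariate drawn from the gradient within the groups left -1.695 unmoved by its construction and decides nothing, so a lower PXDN transcript after exposure may be real and remains a hypothesis.

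Among 276 groups of 4 arrays that were examined, 11 held an array far from the other 3 by Dixon's criterion, where chance gives about 1 in 20. In Aldrin-exposed replicate 2 the ribosomal RNA control read 11.79 (others 13.28 to 13.5), the Alu control 12.89 (others 14.05 to 14.11), and ENO1 13.71 (others 14.05 to 14.07). In Aldrin-exposed replicate 3 NDUFS3 read 12.71, where the others read 13.03 to 13.08. Aldrin-exposed replicate 4 had IFI44L at 6.316 (others 6.104 to 6.139) and RNF43 at 6.432 (others 5.996 to 6.038). In Non-exposed replicate 1 SDHD read 11.26, against 11.05 to 11.07. Non-exposed replicate 3 had TFF1 at 5.309 (others 5.355 to 5.359), SDR16C5 at 6.275 (others 6.111 to 6.135) and ALOX15 at 7.276 (others 7.104 to 7.133). In Non-exposed replicate 4 DCN read 4.44, where the others read 4.51 to 4.515.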

How the results depend on the processing

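The GC background covariate was added after the data were seen, and the other alternatives had been set earlier. Of the results for named genes, 2000 kept their direction and side of the threshold over the alternatives, 12 reversed and 9 were weaker, and of those for lists 476 kept both, 29 reversed, 12 were stronger and 23 weaker. Cholesterol synthesis, the stress response and hypoxia were called in 17 of 20 settings each and lost with an estimated correlation, by fry and by mixed fry. Their estimated correlations between genes were 0.232, 0.394 and 0.00304, the last below the preset 0.01. Replicate numbers were not taken as pairs, because the deviations of arrays with the same number correlated at 0.314, -0.344, -0.719 and -0.079, while the highest correlation between different numbers was 0.783. The precision is limited by the 4 arrays per condition and by dim probe sets, and unless stated the cause of a difference was not tested.

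The count of changed probe sets was 0 with the t-test, the replicate block, dim probe sets removed (which removes PXDN) and the GC covariate, and 0 to 1 with 1 array left out. The count of probe sets at p under 0.01 was 185 with the t-test, 670 with array weights, 154 with the replicate block, 76 with dim probe sets removed, where fewer were tested, and 181 (without Non-exposed replicate 2) to 501 (without Non-exposed replicate 4) with 1 array left out. The metabolic percent, 3.797 in the comparison reported, no longer passed at 5.405 (t-test), 5.538 (trend and robust), 6.119 (array weights), 5.195 (replicate block), 4.062 (centred), 4.235 (quantile normalized again), 2.632 (dim probe sets removed) and 3.061 (genes in place of probe sets). It ran from 3.286 to 8.782 with 1 array left out and passed only without Aldrin-exposed replicate 1, turning above the share of all probe sets without Aldrin-exposed replicate 4 (6.936) and Non-exposed replicate 4 (8.782).

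The number of lists called was 3 with dim probe sets removed and 0 with an estimated correlation, by fry and by mixed fry. The list leukotriene metabolism, with a mean of -0.132, was not called at that mean with the t-test, an estimated correlation, fry or mixed fry, nor at -0.0843 with array weights, -0.0968 with the mean of all probe sets and -0.0881 with the GC covariate, and it turned to 0.0208 with dim probe sets removed. Leaving out 1 array it ran from -0.159 to -0.0827. The list pyruvate metabolism was not called at 0.0772 with dim probe sets removed and at 0.0788 with an estimated correlation, fry or mixed fry, and ran from 0.0557 to 0.0997. In lists without a call the direction given by camera, which compares a list with all other genes, turned as follows, for some with a mean of the same sign. With array weights list retinol metabolism was 0.00628, list arginine and proline metabolism 0.00663, list cell proliferation -0.0217 and list interferon response -0.0498. With dim probe sets removed arginine and proline metabolism was 0.0187, cell proliferation 0.0107, list prostanoid receptors and transporters 0.0979, list androgen-responsive genes 0.018 and list estrogen-responsive genes 0.0762. With the GC covariate retinol metabolism was 0.0104, cell proliferation -0.00803 and the interferon response 0.00166, and with the mean of all probe sets retinol metabolism was -0.00316. Over the arrays left out, lists that turned ran from -0.0248 to 0.00206 (arginine and proline), -0.0251 to 0.0433 (cell proliferation), -0.0213 to 0.107 (interferon), -0.0525 to 0.00276 (list mesenchymal markers), -0.146 to -0.0553 (list oxidative stress response), -0.0269 to 0.00861 (prostanoid receptors) and -0.0491 to 0.0181 (retinol).

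PKM was 0.016 with array weights, 0.00688 with the GC covariate and -0.0625 to 0.00403 over the arrays left out, reversed without Aldrin-exposed replicate 3. With array weights NDUFV1 was 2.0e-05, ACP3 0.00945, MX1 -0.0311 and PTGER4 -0.148, and with the GC covariate PTGER4 was -0.10. Over the arrays left out ACP3 ran from -0.129 to 0.021, ENO1 from -0.0927 to 0.0267, FKBP5 from -0.113 to 0.000333, PECAM1 from -0.0395 to 0.129 and PTGER4 from -0.0928 to 0.092.

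The share of metabolic genes that changed class by iMat was 2.663 percent at percentiles 25 and 75, 1.695 at 30 and 70, 1.614 at 33 and 67 and 0.9685 at percentile 50 alone. By Gimme it was 1.049 at the median + SD, 1.695 at the mean + 0.5 SD and 1.453 at the mean - 0.5 SD. Reactions under GPR changed in 3.525 percent at percentiles 25 and 75, 0.8984 at percentile 50 alone and 3.939 with one threshold over both conditions, and by Gimme in 8.431 at the mean - 0.5 SD and 1.451 with OR as mean. Reactions under S-GPR changed in 1.797, 0.8984 and 0.9675 percent at percentiles 25 and 75, 30 and 70, and 33 and 67, and in 0.8984 with one threshold. By Gimme these were 2.211 at the median + SD, 1.313 at the mean, 3.317 at the mean - 0.5 SD, 0.1382 on the linear scale and 2.142 with OR as mean. Leaving out 1 array gave 1.856 to 2.663 (genes, iMat), 0.8071 to 1.856 (genes, Gimme), 1.382 to 4.285 (GPR, iMat), 0.2764 to 1.313 (GPR, Gimme), 0.06911 to 1.037 (S-GPR, iMat) and 0.4147 to 0.9675 (S-GPR, Gimme).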

Differences from the paper's values

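The GC covariate is the one test in this part chosen after results were seen. The other alternatives were set before the deposited values were examined, with the first part of Additional file 3 already read. The paper's share of probe sets at an unadjusted p under 0.01 is 0.374524% in Additional file 3 and the limma comparison gave 0.6411%. Values were taken as within the margin when neither was more than 1.5 times the other. Of 15 alternatives, 8 came within the margin of the paper's value: the t-test with unequal variances at 0.3753%, which is the test behind that file, the replicate block at 0.3124%, dim probe sets removed at 0.3084%, and leaving out Aldrin-exposed replicate 1 (0.5356%) or 3 (0.5051%) or Non-exposed replicate 1 (0.4321%), 2 (0.3672%) or 3 (0.5356%). The other alternatives did not: trend and robust 0.6593%, array weights 1.359%, centring 0.6492%, a second quantile normalization 0.6228%, and leaving out Aldrin-exposed replicate 2 (0.6837%) or 4 (0.7019%) or Non-exposed replicate 4 (1.016%). The paper's value in the Discussion is 0.35%, where limma gave 0.6411%. For it 6 alternatives came within the margin, the same without the settings that leave out Aldrin-exposed replicate 1 or Non-exposed replicate 3, and the other 9 did not.

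The paper's share of metabolic genes among these is 1.62162%, and the limma comparison gave 3.797%. None of 16 alternatives came within the margin, with values from 2.632% with dim probe sets removed to 8.782% without Non-exposed replicate 4. The groups counted differ: Additional file 3 marks genes of HMR2, and the values here use the Recon 2 list of Additional file 5. In the lines of Additional file 3 that were read, 185 had p under 0.01 and 3 of these were marked metabolic. Each of these lines holds the values of a probe set of the deposited table to 6 digits, and 0 of them carries that probe set's identifier.

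The supplement states that PKM2 was overexpressed in Aldrin-exposed cells. The PKM probe set of highest mean had a log2 fold change of -0.03, and 2 other PKM probe sets had 0.12 each, with adjusted p = 1 for all. With array weights, the GC covariate and without Aldrin-exposed replicate 3 the first was 0.016, 0.00688 and 0.00403, each with adjusted p = 1. The paper states that leukotriene metabolism was active in Aldrin-exposed cells only by all approaches but MADE and that the prostaglandin pathway was over-activated. These are predictions of reaction activity, while the measured transcripts of the pathways were lower in exposed cells in 9 of 12 and 14 of 17 genes. Both lists also hold enzymes that inactivate or degrade the products, such as CYP4F3, HPGD and PTGR1. The prostaglandin list did not pass (adjusted p = 0.193), and the call of the list leukotriene metabolism was lost with an estimated correlation (adjusted p = 0.309) and turned to a mean of 0.0208 with dim probe sets removed.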

Other observations

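The tests of lists, shares of metabolic genes and classes against other groupings of the arrays, those with GC background, and the count of splits with as few probe sets were chosen after the data or the results were seen.

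Genes of cholesterol synthesis were higher in Aldrin-exposed cells in 16 of 17 cases (median log2 fold change 0.17, adjusted p = 2.85e-07 from camera, adjusted p = 0.253 with an estimated correlation). HSD17B7 read 9.67 ± 0.26 against 9.26 ± 0.21, DHCR7 10.91 ± 0.20 against 10.52 ± 0.30, INSIG1, a sterol sensor, 12.05 ± 0.21 against 11.67 ± 0.43, and IDI1 11.82 ± 0.13 against 11.59 ± 0.21 (SD, n = 4). All 12 genes of the unfolded protein and amino acid stress response had the higher mean (median 0.23, adjusted p = 6.19e-07, adjusted p = 0.253 with an estimated correlation). Among them ASNS, asparagine synthetase, read 11.84 ± 0.06 against 11.51 ± 0.21, SESN2 8.84 ± 0.13 against 8.56 ± 0.17, CHAC1 9.46 ± 0.17 against 9.19 ± 0.15 and TRIB3 10.74 ± 0.09 against 10.55 ± 0.10. In the hypoxia response 9 of 11 genes were higher (median 0.19, adjusted p = 0.00185, adjusted p = 0.232 with an estimated correlation), with ANKRD37, BNIP3, KDM3A and PFKFB4 at log2 fold changes of 0.29, 0.24, 0.19 and 0.33. No member of these lists passed over all probe sets or adjusted over the list alone, where the smallest adjusted p were 0.279, 0.119 and 0.211. Chance could not be excluded for the number of lists called, 5 in the real split and up to 6 in others, with as many in 7 of 35 splits, the real one included, and for cholesterol synthesis and for the stress response 2 of the 35 gave a camera p as small.

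Of epithelial markers 11 of 17 were lower (median -0.09, adjusted p = 0.0762, adjusted p = 0.253 with an estimated correlation), with ESRP1, a splicing factor, at 5.03 ± 0.07 against 5.40 ± 0.19, E-cadherin CDH1 at 9.30 ± 0.19 against 9.76 ± 0.41, CLDN7 at 8.18 ± 0.30 against 8.52 ± 0.31 and EPCAM at 11.28 ± 0.18 against 11.53 ± 0.27 (SD, n = 4). This list was called in 4 of 20 settings. Of mesenchymal markers 6 were higher and 9 lower (adjusted p = 0.573), with ZEB1 and ZEB2 at log2 fold changes of -0.28 and -0.25 and TAGLN and LOX at 0.32 and 0.27. Xenobiotic response genes were lower in 14 of 17 cases (adjusted p = 0.131), with the efflux pump ABCG2 at 7.53 ± 0.11 against 7.79 ± 0.13, CYP3A5 at -0.34, ABCB1 at -0.10 and CYP1A1 at 0.11 on the log2 scale. Oxidative stress genes were lower in 9 of 14 (adjusted p = 0.257), with AKR1C2 at 7.50 ± 0.40 against 8.12 ± 0.27 and AKR1B10, OSGIN1 and AKR1C1 at -0.38, -0.28 and -0.26. Estrogen-responsive genes were lower in 5 of 7 (adjusted p = 0.128; ESR2 -0.23, GREB1 -0.19, TFF1 -0.14, CCND1 0.08) and androgen-responsive genes higher in 5 of 8 (adjusted p = 0.573; TMPRSS2 0.10, KLK4 0.09, FKBP5 -0.07, ACP3 -0.07). Fatty acid synthesis was higher in 14 of 16 (adjusted p = 0.131; ELOVL7 0.17, FADS1 0.11, ELOVL4 -0.12) and sphingolipid metabolism in 12 of 17 (adjusted p = 0.128; SGMS2 0.31, SGMS1 0.16, KDSR 0.16, SPTLC1 0.15). The respiratory chain was higher in 13 of 21 genes (adjusted p = 0.256; ATP5F1C 0.21, SDHD 0.20, NDUFS3 -0.10, NDUFV1 -0.11). Cell proliferation was even at 12 and 12 of 24 (adjusted p = 0.579; MKI67 -0.13, CCNA2 0.12, MCM6 0.10, PCNA 0.11). Interferon genes were higher in 10 of 17 (adjusted p = 0.573; OASL -0.28, IFIH1 0.23, MX1 0.20, IFI44L -0.08), inflammatory genes in 8 of 13 (adjusted p = 0.131; CCL20 0.30, CCL2 0.23, IL6 0.26, NFKBIA 0.13) and markers of other cell types in 6 of 9 (adjusted p = 0.482; CD14 0.14, DCN 0.08, CD3E -0.13, PECAM1 0.04).

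The main gradient among the arrays, the first principal component, did not follow exposure. Of 4 measures tested against it, the spread of an array's values correlated with the score at Pearson r = 0.794 (exact permutation p = 0.0107, adjusted over the 4 to 0.0429, Spearman rho = 0.814 with exact permutation p = 0.0184, adjusted to 0.0734 and so not passing, and r = 0.509 without the 2 arrays farthest from the median), so the relation rests in part on those arrays and spread is a candidate explanation, drawn from the same values as the score. RNA quality from the 3' and 5' control probe sets (r = 0.329, exact permutation p = 0.43, rho = 0.5, r = 0.735 without the 2 farthest), the proliferation list as a sign of growth state (r = 0.0294, exact permutation p = 0.943, rho = 0.143, r = -0.0484 without them) and GC-dependent background (r = -0.569, exact permutation p = 0.147, rho = -0.595, r = -0.791 without them) stay open, since with 8 arrays even the smallest of these leaves room for an absolute r up to 0.719. How RNA quality and growth state, and the ranks with both covariates below, were to be read was revised after their values were seen. Of biological explanations of the gradient, growth state alone was tested.

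Fewer probe sets had an unadjusted p under 0.01 than the 493 that chance gives over independent probe sets, 316. Chance could not be excluded, since 23 of 35 splits, the real one included, counted as few, the lowest other split 7 and the median of the others 147, while the 13 splits that counted as many, the highest other 5909, do not test a low count. With GC-dependent background as a covariate the real split ranked 12 of 35 (416 against up to 5342), but other splits kept high counts with it, so the rank decides nothing and this background stays open. With the gradient within the groups as a covariate it ranked 17 (1218 against up to 9215), but the counts of all 35 splits rose with a covariate drawn from the same residuals, so that this explanation stays open. A difference of expression smaller than these 8 arrays resolve may remain, as untested.

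Other groupings of the arrays gave shares as large as the real ones for the classes and the metabolic percent, so that chance could not be excluded for any of them. Each count of splits includes the real one. The metabolic percent was as low as 3.797 in 10 of 35 splits, the lowest other 0. The splits at 0 held only 7 to 18 probe sets at p under 0.01, too few to weigh a percent. Splits with 245 and 107 probe sets gave 2.857 and 2.804. Metabolic genes changed class as often in 18 of 35 splits by iMat (2.179%, highest other 4.036%) and in 35 by Gimme (0.6457%, highest other 3.471%). For reactions these were 27 (2.073%, highest other 6.012%) and 20 (0.622%, highest other 2.004%) under GPR, and 29 (0.5529%, highest other 1.244%) and 33 (0.4147%, highest other 1.728%) under S-GPR.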
